# Interleukin 22 disrupts pancreatic function in newborn mice expressing IL-23

**DOI:** 10.1038/s41467-019-12540-8

**Published:** 2019-10-04

**Authors:** Lili Chen, Valentina Strohmeier, Zhengxiang He, Madhura Deshpande, Jovani Catalan-Dibene, Scott K. Durum, Thomas M. Moran, Thomas Kraus, Huabao Xiong, Jeremiah J. Faith, Chhinder P. Sodhi, David J. Hackam, Sergio A. Lira, Glaucia C. Furtado

**Keywords:** Interleukins, Infant necrotizing enterocolitis, Gastrointestinal models, Pancreas

## Abstract

Neonatal inflammatory diseases are associated with severe morbidity, but the inflammatory factors underlying them and their potential effector mechanisms are poorly defined. Here we show that necrotizing enterocolitis in neonate mice is accompanied by elevation of IL-23 and IL-22 and decreased production of pancreatic enzymes. These phenotypes are mirrored in neonate mice overexpressing IL-23 in CX3CR1^+^ myeloid cells or in keratinocytes. The mice fail to grow and die prematurely, displaying systemic inflammation, nutrient malabsorption and decreased expression of intestinal and pancreatic genes mediating digestion and absorption of carbohydrates, proteins, and lipids. Germ-free environment improves, and genetic ablation of IL-22 restores normal growth in mice overexpressing IL-23. Mechanistically, IL-22 acts directly at the level of pancreatic acinar cells to decrease expression of the pancreas associated transcription factor 1a (PTF1a). These results show that augmented production of IL-23 and IL-22 in early life has a negative impact on pancreatic enzyme secretion and food absorption.

## Abstract (web summary)

Necrotizing enterocolitis (NEC) is associated with severe neonatal morbidity. Here the authors show, mirroring the NEC phenotype, that IL-23 overexpression in neonates causes malabsorption and decreased expression of intestinal and pancreatic genes mediating food digestion and uptake through IL-22, which directly suppresses pancreatic cell differentiation.

## Introduction

The gut of a newborn mouse is immature, resembling that of a premature infant^1,2^. It lacks cells specialized in antimicrobial defense, such as Paneth cells^3^, contains few T and B cells, and it is populated mostly by myeloid immune cells^2,4^. The lymphoid compartment at this stage is represented mostly by innate lymphoid cells (ILCs) that can respond to bacteria, and are important for the formation of structures such as Peyer’s patches (PPs) and mesenteric lymph nodes^5^. Maturation of the intestinal barrier and the immune system appears to be dependent on colonization by commensal bacteria^6,7^. Colonization of the neonatal intestine starts at birth, with the newly acquired bacteria coming from the vaginal canal or skin, and triggering a complex interaction with cells of the immune system^6^. This process is further influenced by immunoregulatory factors present in the maternal milk^8^.

Precise and balanced responses are performed by the cells of the innate immune system in the intestine of newborns, but in a number of occasions, the responses are not balanced, and significant immunopathology arises. One of the important regulators of myeloid and ILC biology is the cytokine interleukin-23 (IL-23)^9,10^. IL-23 has been implicated in several inflammatory diseases in adults, but its role in neonates remains only partially characterized. Deficit in IL-23 signaling is not associated with a major deficit in the immune function in newborn mice, but overexpression of IL-23 in the neonatal gut promotes severe intestinal inflammation, intestinal bleeding, and perinatal death^11^.

To further understand the pathological consequences of IL-23 expression in early life, we generated two novel mouse strains in which IL-23 was overexpressed in CX3CR1-positive myeloid cells and keratinocytes, respectively. We show here that increased expression of IL-23 leads to stunted growth and premature death in both mouse strains. The phenotype is mediated by the IL-23 downstream cytokine IL-22, whose levels are increased in circulation. Increased levels of IL-22 in circulation of newborn mice affect the expression of genes encoding antimicrobial peptides and digestive enzymes produced by the pancreas and intestine, resulting in a malabsorptive condition. Deletion of IL-22 in mice expressing IL-23 reverses these changes and prevents early death. Our results reveal an unsuspected role for IL-23-induced IL-22 in controlling pancreatic enzyme secretion and food absorption in early life.

## Results

### Early lethality in mice expressing IL-23 in CX3CR1^+^ cells

Animals expressing IL-23 from the villin promoter (*V23* mice) die at birth^11^. The cause of death appears related to intestinal bleeding originating from the small intestine (SI). To further study the biology of IL-23 in neonates, we engineered mice in which expression of IL-23 was targeted constitutively to CX3CR1^+^ cells, which are the cells that predominantly express IL-23 in the intestine. This was accomplished by intercrossing mice containing a IL-23 cassette preceded by a floxed STOP signal in the ROSA26 locus (*R23* mice)^12^, with mice containing a cre-recombinase gene inserted into the *CX3CR1* locus (*CX3CR1-cre* mice)^13^ (Fig. 1a). We refer to these animals as *CXR23* mice (Fig. 1a). Expression of the IL-23 subunits p19 and p40 was detected in the intestine of the *CXR23*, but not control mice (Fig. 1b, c). *CXR23* mice were normal at birth, but ~50% of the pups died within the first 48 h of life, with the remaining pups perishing before day 8 (Fig. 1d). *CXR23* mice had a normal body weight at birth, but did not grow after birth (Fig. 1e, f). Necropsy of the newborn mice showed the presence of blood within the SI. The histological analyses of the *CXR23* intestine showed that the bleeding originated from disrupted villi and from cellular aggregates that resembled PP anlagen (Fig. 1g). The lesions were present in the SI (duodenum, jejunum) but not in the colon (Supplementary Fig. 1a). We next determined by flow cytometry, the number and localization of CX3CR1^+^ cells in the intestine of mice at birth. We found that the number of CX3CR1^+^ cells in the SI of wild-type (WT) mice were higher than that found in the large intestine (Fig. 1h and Supplementary Fig. 2a). The number of CX3CR1+cells in the SI of *CXR23* mice was 2-fold higher than that found in the SI of controls (Fig. 1i and Supplementary Fig. 2a). The cellular aggregates in the *CXR23* mice were rich in neutrophils that disrupted the overlaying epithelium (Fig. 1g), and in IL-22^+^ cells (Fig. 1j), suggesting a role for these cells in pathology. Of note, the number of ILC3, potentially capable of producing IL-22 and IL-17 upon stimulation with IL-23^11^, was markedly increased in the SI of *CXR23* mice compared to controls (Fig. 1k and Supplementary Fig. 2b). No abnormalities were found in other organs (kidney, heart, lung, and brain) by conventional histological analyses (Supplementary Fig. 1a). Together, these findings confirm our previous observations that IL-23 expression in the murine gut results in early lethality^11^.

**Fig. 1:**
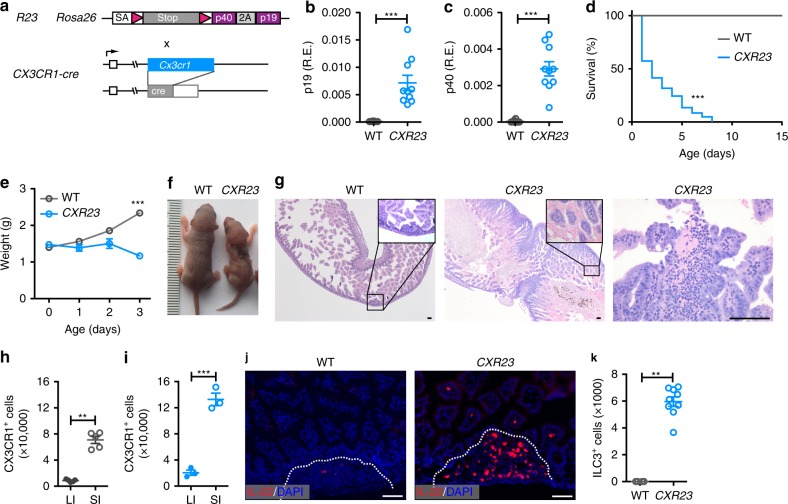
Constitutive expression of IL-23 in CX3CR1^+^ cells results in early lethality. **a** Scheme for generation of *CXR23* mice. *R23* mice containing a knock-in of IL-23p19 and p40 in the ROSA26 locus were crossed to *CX3CR1-cre* mice to generate *CXR23* mice. **b**, **c** Relative expression of *p19* (**b**) and *p40* (**c**) mRNA in the intestine of WT and *CXR23* mice at postnatal day 1 (P1) (*n* = 10 mice/group). **d** Survival curves of WT and *CXR23* mice (WT, *n* = 35, *CXR23*, *n* = 87). **e** Body weight of WT and *CXR23* mice (*n* = 11–24 mice/group). **f** Representative picture of WT and *CXR23* mice at P3. **g** Representative H&E-stained section of the small intestine of WT and *CXR23* mice at P1. Inset shows the presence of red blood cells in the intestine of *CXR23* mice. Representative picture of an erosive lesion in the small intestine of *CXR23* mice at P1 (right panel). Scale bars = 50 μm. **h**, **i** Flow cytometric analysis of CX3CR1^+^ cells in the large (LI) and small (SI) intestines of wild-type (**h**) and *CXR23* (**i**) mice at postnatal day 1 (*n* = 3–5 mice/group). **j** Immunostaining of the small intestine of *IL-22tdTomato* (WT) and *CXR23/IL-22tdTomato* (*CXR23*) mice at P1 with anti-tdTomato antibody. Notice the accumulation of IL-22-positive cells in the intestine of *CXR23* mice with erosive lesions (right panel). Scale bars = 50 μm. **k** Total number of group 3 innate lymphoid cells (ILC3^+^) cells in the small intestine of *CXR23* mice at P1. ILC3^+^ cells were gated on CD45^+^Lin^*−*^Thy1^+^Sca-1^hi^ (*n* = 8 mice/group). Data are shown as mean ± SEM. Statistical analysis using nonparametric Mann–Whitney test for **b**, **c**, **h**, **i**, and **k**. Statistical analysis using a log-rank test for **d**. Statistical analysis using ANOVA with Bonferroni post hoc test for **e**. **p < 0.01 and ***p < 0.001. Source data are provided as a Source Data file

### Germ-free *CXR23* mice have increased lifespan

Previous work from our lab suggested that expression of IL-23 could modify intestinal permeability and facilitate bacterial translocation during the immediate neonatal period^11^. To investigate whether bacteria contributed to the phenotype of early lethality, we generated *CXR23* mice in germ-free (GF) conditions (referred to as *CXR23 GF* mice). As indicated before, ~50% of *CXR23* SPF mice die within the first 48 h after birth. More than 95% of the *CXR23* GF mice were alive at this point, and survived up to 30 days of age (Supplementary Fig. 3a). No bleeding was observed in the intestine of *CXR23 GF* mice at birth or later (Supplementary Fig. 3b). Neutrophils were present in the SI, but did not disrupt the epithelium (Supplementary Fig. 3c). Together, the results suggest that the newly acquired microbiota contributes to the development of the intestinal bleeding phenotype observed in *CXR23* SPF neonates.

### Early lethality in mice expressing IL-23 in the skin

To further investigate the factors contributing to early lethality and stunted body growth elicited by IL-23 expression, we engineered another strain in which expression of IL-23 was directed to the keratinocytes, by intercrossing the *R23* mice^12^ with mice carrying a cre-recombinase driven by the K14 promoter (Fig. 2a). These animals, which we refer to as *KS23* mice, expressed higher levels of IL-23 in the skin than control (WT) littermates (Fig. 2b, c) and expressed higher levels of IL-23 in the skin than in the other organs (tongue, esophagus, and gut) (Fig. 2b, c). The *KS23* mice had normal body weight at birth (Fig. 2d). By day 5 *KSR23* mice had milk in the stomach, but were smaller than their control littermates (Fig. 2d, e). Similar to *CXR23* mice, *KSR23* mice died prematurely (before 15 days of age) (Fig. 2f), but displayed no signs of disease in the skin, intestine, or in other organs examined (Supplementary Fig. 1b). A notable finding in the animals was the presence of diarrhea, with yellow stools (Fig. 2g), which suggested food malabsorption. Conditions that lead to malabsorption are associated with increased fecal fat content, commonly known as steatorrhea. To determine if *KSR23* mice developed steatorrhea, we measured triglycerides (TGs) in the stools and in the serum (Fig. 2h, i). At day 5, *KSR23* mice had increased fecal TG (Fig. 2h) and decreased TG levels in the serum (Fig. 2i) when compared to WT littermate controls. Together, these results indicate that constitutive expression of IL-23 in keratinocytes results in fat malabsorption, growth retardation, and early death.

**Fig. 2:**
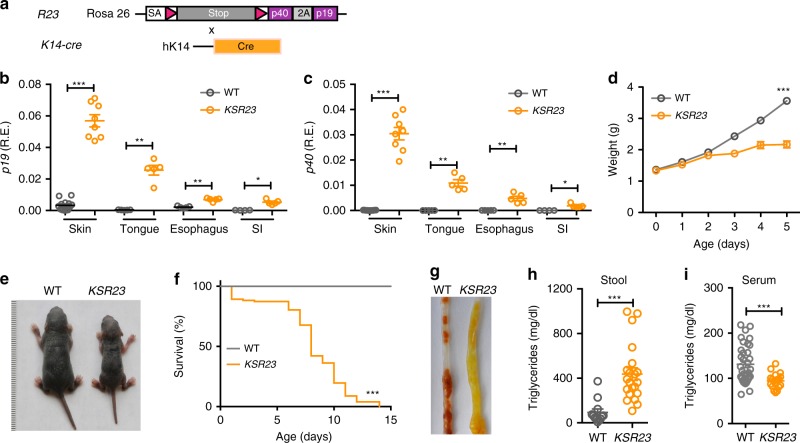
Constitutive expression of IL-23 in K14^+^ cells results in early lethality. **a** Scheme for generation of *KSR23* mice. *KSR23* mice were generated by crossing *R23* mice with mice expressing cre-recombinase from the K14 promoter (*K14-cre* mice). **b**, **c** Relative expression of *p19* (**b**) and *p40* (**c**) mRNA in several organs of WT and *KSR23* mice at P7 (*n* = 4–13 mice/group). **d** Body weight of WT and *KSR23* mice during the first week of life (*n* = 14–26 mice/group). **e** Representative picture of WT and *KSR23* mice at P5. **f** Survival curves of WT and *KSR23* mice (WT, *n* = 54; *KSR23*, *n* = 105). **g** Representative picture of the large intestine of WT and *KSR23* mice at day 5. Notice the presence of soft yellow stool in the colon of *KSR23* mice. **h** Quantification of triglycerides in the stool of WT (*n* = 12) and *KSR23* (*n* = 21) mice at P5. **i** Quantification of triglycerides in the serum of WT (*n* = 35) and *KSR23* (*n* = 18) mice at P5. Data are shown as mean ± SEM. Statistical analysis using one-way ANOVA for **b**, **c**. Statistical analysis using ANOVA with Bonferroni post hoc test for **d**. Statistical analysis using a log-rank test for **f**. Statistical analysis using nonparametric Mann–Whitney test for **h**, **i**. *p < 0.05, **p < 0.01, and ***p < 0.001. Source data are provided as a Source Data file

### Increased serum levels of cytokines in mice expressing IL-23

To start evaluating the mechanisms leading to stunted growth and early lethality associated with IL-23 expression, we assayed the levels of IL-23 and other cytokines in the serum of *CXR23* and *KSR23* mice. Levels of IL-23 were elevated in the serum of *CXCR3* and *KSR23* mice (~7- and 2.5-fold over controls, respectively) (Supplementary Fig. 4a and 4b). Serum levels of IL-22, IL-17, interferon-γ (IFNγ), IL-1β, but not granulocyte–macrophage colony-stimulating factor were significantly elevated in the serum of *CXR23* mice (Supplementary Fig. 4a). Levels of IL-22, IFNγ, and IL-1β were significantly elevated in the serum of *KSR23* mice (Supplementary Fig. 4b). In general, the levels of cytokines in serum correlated with the levels of IL-23, with the changes being more marked in the *CXR23* mice. The most upregulated cytokine in the serum of *CXR23* and *KSR23* mice was IL-22, whose overall levels reached 10 and 4 ng/ml, respectively (Supplementary Fig. 4a, b). The markedly elevated levels of cytokines in serum suggested a possible role for these molecules in pathogenesis.

### Genetic ablation of IL-22 reduces lethality

To test if IL-22 had a role in the pathogenesis elicited by IL-23 in vivo, we intercrossed *CXR23* and *KS23* mice to IL-deficient (*IL-22*^*−/−*^) mice generated in our laboratory (Supplementary Figs. 5 and 2c). IL-22-deficient *CXR23 (CXR23/IL-22*^*−/−*^*)* and *KSR23* (KSR23*/IL-22*^*−/−*^) mice had extended lifespans (Fig. 3a, d) and normal growth (Fig. 3b, e), suggesting that IL-22 had a major role in the stunted growth and lethality phenotypes exhibited by these animals. Of note, none of the IL-22-deficient *CXR23* mice examined had intestinal bleeding (Fig. 3c). To further document a role for IL-22 in pathogenesis, we examined animals that still expressed IL-23 and IL-22, but lacked one of the chains of the IL-22R (IL-10R2). These mice are referred to as *CXR23/IL-10R2*^*−/−*^ mice. Similar to what was observed above, animals in which IL-22 signaling was inactivated survived longer (Fig. 3a), and had normal body weight at P3 (Fig. 3b). Together, these results indicate that IL-22 is the main cytokine driving neonatal pathology in mice expressing IL-23 at birth.

**Fig. 3:**
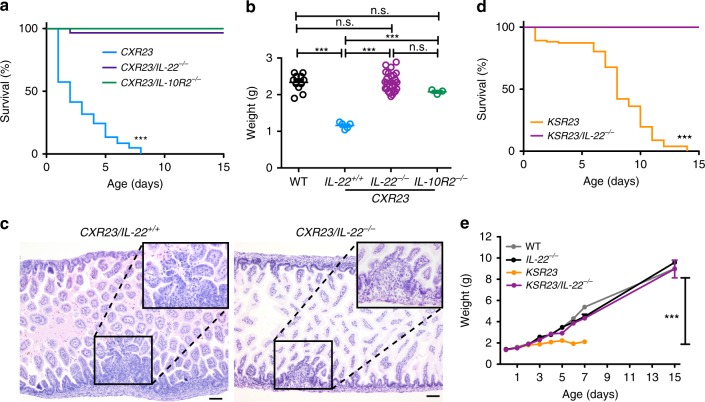
Genetic ablation of IL-22 or IL-10R2 reduces lethality and restores normal body growth in neonates expressing IL-23. **a** Survival curves of *CXR23*, *CXR23/IL-22*^*−/−*^, and *CXR23/IL-10R2*^*−/−*^ mice (*CXR23*, *n* = 87, *CXR23/IL-22*^*−/−*^, *n* = 28, *CXR23/IL-10R2*^*−/−*^, *n* = 12). **b** Body weight of WT, *CXR23, CXR23/IL-22*^*−/−*^, and *CXR23/IL-10R2*^*−/−*^ at P3 (*n* = 3–25 mice/group). **c** Representative H&E-stained sections of the small intestine of *CXR23/IL-22*^*+/+*^ and *CXR23/IL-22*^*−/−*^ mice. Inset shows higher magnification of areas with erosive lesions and lymphoid aggregates in the intestine of *CXR23/IL-22*^*+/+*^ and *CXR23/ IL-22*^*−/−*^ mice, respectively. Scale bars = 50 μm. **d** Survival curves of *KSR23* and *KSR23/IL-22*^*−/−*^ mice (*KSR23*, *n* = 108; *KSR23/IL-22*^*−/−*^, *n* = 25). **e** Weight curves of WT, *IL-22*^*−*/*−*^, *KSR23*, and *KSR23/IL-22*^*−/−*^ mice over time (*n* = 5–33 mice/group). Data are shown as mean ± SEM. Statistical analysis using a log-rank test for **a**, **d**. Statistical analysis using one-way ANOVA for **b**. Statistical analysis using ANOVA with Bonferroni post hoc test for **e**. ^n.s.^*p* > 0.05 and ***p < 0.001. Source data are provided as a Source Data file

### Dysregulated gene expression in intestine and pancreas

IL-23 and other cytokines were detected at higher levels in the serum of *CXR23* and *KSR23* mice than WT mice (Supplementary Fig. 4). We reasoned that these changes could have affected the growth of the newborn mice. Body growth in newborns is dependent on their ability to ingest, process, and absorb nutrients. *CXR23* and *KSR23* mice had milk in the stomach, suggesting that food ingestion was not affected. To investigate if elevated cytokines could affect body growth, we examined the transcriptome of the pancreas and the intestine, organs that are critical for the processing and absorption of nutrients. To do so, we extracted RNA from the pancreas and jejunum of 5-day-old mice expressing IL-23 in the skin (*KSR23* mice) and performed RNA-sequencing (RNASeq).

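KSR23 mice carry the R23 IL-23 cassette together with Cre recombinase under the keratin 14 promoter, so that keratinocytes express IL-23. Pancreas RNA of 5 WT and 5 KSR23 mice at P5 was analyzed, with 1 library per mouse. The jejunum libraries were not analysed here. The authors primed 100 pg of total RNA with oligo-dT (SMART-Seq v4), amplified the cDNA with 15 cycles of PCR, and amplified the tagmented library with a further 12 cycles. Their methods name no molecular identifiers, so reads copied by PCR were counted as separate reads, and counting error alone understates the error of a value. Single-end 75 bp reads were aligned to mm10 with TopHat 2.1.0, and htseq-count 0.6.1 counted the uniquely aligned reads on each gene. The methods and the Reporting Summary name different Illumina sequencers for these libraries. The deposited values are raw counts for 24062 genes per mouse, without normalization and with genes at 0 still listed. Between 26830235 and 33189132 reads were counted on genes in the WT mice, with a median of 29883015. In the KSR23 mice the total ranged from 16715976 to 57784136, with a median of 36744810. Alignments that were not unique went to no gene, so genes with near-identical copies lose reads. From these counts, genes with fewer than 5 counts in any library were removed, as in the paper's methods, which left 13882 genes. Library sizes were scaled by the TMM method, and the groups were compared with edgeR's quasi-likelihood F test, adjusted by the Benjamini-Hochberg method. The paper used edgeR's likelihood ratio test. The labels number 5 replicates per group, and each library was counted as 1 mouse. The chi-square per degree of freedom between any 2 libraries of a group was at least 11.8, so no library is a copy of another, but repeat preparations of a sample would not be told apart by this value.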

As shown in Fig. 4a, b, the transcriptome of the pancreas of *KSR23* mice at P5 differed significantly from that of their control littermates. 

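Component 1 of a principal component analysis of log2 CPM over the tested genes held 51.1% of the variance, and component 2 held 9.28%. The 5 WT mice scored from -34.8 to -23.9 on component 1 and the 5 KSR23 mice from 23.8 to 36.2 (two-sided exact permutation test, p = 0.00794, the smallest p that 5 mice against 5 allow). With every gene scaled to unit variance, component 1 held 34.8%. In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 4299 genes had an adjusted p under 0.05, of which 2250 were higher and 2049 lower in KSR23 mice. This count was 3497 with WT replicate 4 left out, the largest shift among the 19 settings tried for it. With libraries scaled by their total alone, 3075 genes were higher and 1161 lower, and the median log2 FC of all genes moved from -0.01 to 0.09. From the separation of the groups and the genes past its thresholds, the paper states that the transcriptomes differed significantly.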

The KEGG pathway analysis showed that several genes involved in pancreatic secretion were downregulated in the pancreas of *KSR23* mice (Fig. 4c). 

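All 18 genes in the heat map of Fig. 4d were lower in KSR23 mice with an adjusted p under 0.05, and 11 of them had a log2 FC under -1. The list holds the paper's own calls on these libraries. Klk1b11 among them overlapped between the groups (log2 FC -0.61, adjusted p = 0.0299 in edgeR's quasi-likelihood test) and lost its call in 6 of 19 alternatives, with an adjusted p up to 0.0961. For a list of 31 digestive enzyme genes written down before the data were examined, 25 genes had enough counts to be tested. Of these, 19 were lower, 4 were higher and 2 were not called, whether the adjustment ran over all genes or over the list alone. Members such as Ctrl, Cela1, Ctrc, Pnlip, Cpa1 and Amy2b are also in Fig. 4d, so this list is not independent of the paper's calls. All 18 genes of Fig. 4d were called lower, so the 4 higher genes and the uncalled Ctrb1 and Prss1 lie outside it. The counts of 19, 4 and 2 were the same with 4 scalings of the libraries. Prss1, however, moved from below 0 to above 0 with libraries scaled by their total alone. The median log2 FC of the 25 genes was -0.60 (limma's camera test of the list against all other genes, adjusted p = 2.52e-10 over 5 lists). When the correlation between the genes was estimated from the data instead of set to 0.01, the adjusted p of this test was 0.0874. The KEGG term enrichment was not repeated, since KEGG gene lists were not used here.

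**Figure D1:**
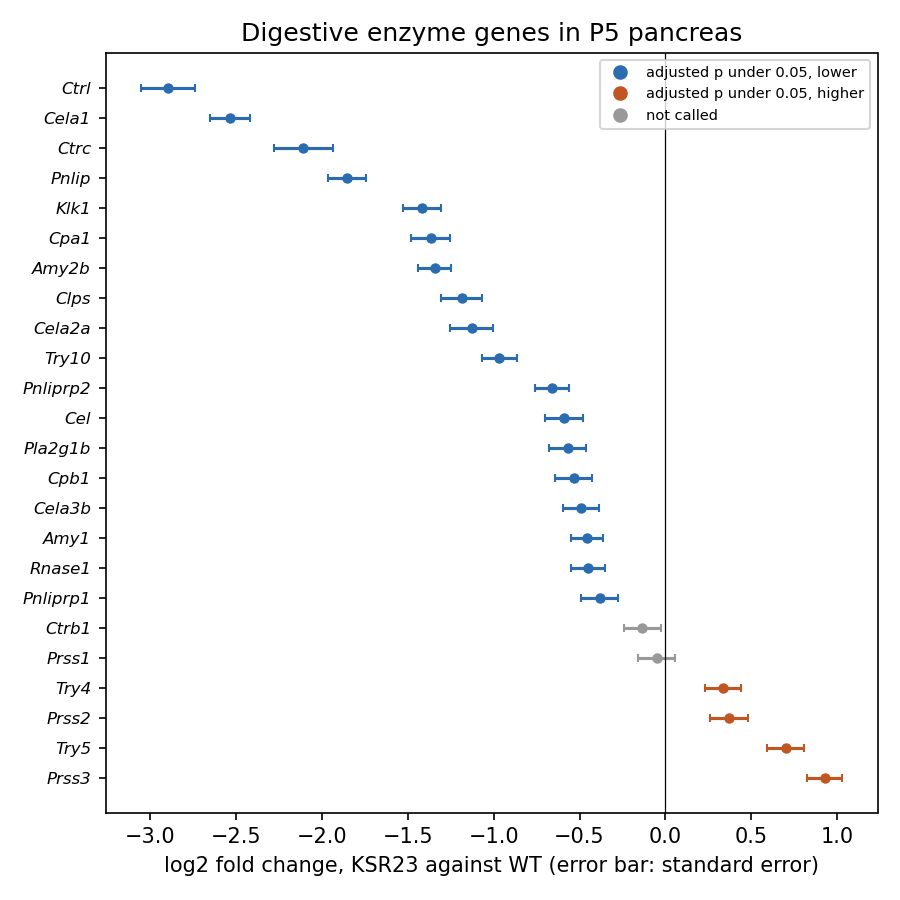
Log2 fold change of 24 of the 25 tested digestive enzyme genes between KSR23 and WT pancreas at P5, with the standard error as the bar (n = 5 mice per group). Genes lower with an adjusted p under 0.05 are blue, genes higher are orange and genes not called are gray. The 18 blue points lie below 0 and the 4 orange points above it, and Prss1, in gray, is above 0 with libraries scaled by their total alone.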

The pancreatic secretion pathway includes genes encoding several pancreatic enzymes involved in food digestion and genes involved in the secretory pathway (Fig. 4c). Among the genes downregulated in the *KSR23* mice were those encoding pancreatic enzymes, including pancreatic amylases (amylase 2a, *Amy2a*; amylase 2b, *Amy2b*), lipase (*Pnlip*), elastase (elastase 1, *Cela1*; *elastase 2a*, *Cela2a)*, and proteases (carboxypeptidase 1, *Cpa1*; carboxypeptidase 2, *Cpa2*; kallikrein 1-related peptidase b5, *Klk1b5*; chymotrypsin-like protease *Ctrl*; chymotrypsin C, *Ctrc*) (Fig. 4d). 

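The chymotrypsin-like protease gene Ctrl (chromosome 8, 105932003 to 105933862, GRCm38) fell from 8699 ± 567 CPM in WT mice to 1168 ± 316 CPM in KSR23 mice (SD, n = 5 each). Its log2 FC was -2.90 (standard error 0.158, adjusted p = 1.81e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Cela1 (chromosome 15, 100674421 to 100687921) fell from 13930 ± 1330 to 2404 ± 286 CPM, a log2 FC of -2.53 (standard error 0.115, adjusted p = 1.37e-11). The lipase gene Pnlip (chromosome 19, 58652498 to 58681788) fell from 58.2 ± 6.03 to 16.2 ± 2.90 CPM, a log2 FC of -1.85 (standard error 0.111, adjusted p = 6.39e-10). Amy2b (chromosome 3, 113147656 to 113156727) had 1029 ± 93.8 CPM in WT mice and 405 ± 58.7 CPM in KSR23 mice, a log2 FC of -1.34 (standard error 0.0974, adjusted p = 8.24e-09). The log2 FC was -2.11 for Ctrc, -1.37 for Cpa1, -1.22 for Klk1b5 and -1.13 for Cela2a, with adjusted p-values of 3.52e-08, 3.82e-08, 1.55e-05 and 1.87e-06 in the same test. Each of these 8 genes was lower in every KSR23 mouse than in every WT mouse (two-sided exact permutation test of CPM, p = 0.00794 for each). Pnlip and Ctrc, at 58.2 and 13.3 CPM in WT mice, are scarce among the enzyme genes. Pnliprp1, Cel and Ctrb1 had 105500, 84450 and 58750 CPM in WT mice and smaller log2 FC of -0.38, -0.59 and -0.13. Their adjusted p-values were 0.0114, 0.000632 and 0.371 in the same quasi-likelihood test. Cela2a, with its larger fall, had 61780 CPM in WT mice. The deposited counts list no gene named Amy2a. Of the copies they list, Amy2a2, Amy2a3 and Amy2a4 had 0 counts in all 10 libraries, and none of the 75-base windows of their transcripts is unique among the annotated transcripts of GENCODE M21. Amy2a5, of whose windows 48.8% are unique, had 21, 48, 44, 46 and 14 counts in the WT mice and 8, 4, 2, 1 and 0 in the KSR23 mice, too few to enter the test. Its CPM was lower in every KSR23 mouse (two-sided exact permutation test, p = 0.00794). Unique windows made up 78.0% of Amy2b, 76.3% of Cela2a and 89.2% of Klk1b5, so part of the reads of these genes was not counted. GENCODE M21 annotates Amy2b as an unprocessed pseudogene.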

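Zymogen granules store the digestive enzymes of acinar cells before release. Syncollin is encoded by Sycn on chromosome 7 of GRCm38, from 28540885 to 28542209. Sycn had 3616 ± 293 CPM in WT mice and 972 ± 69.9 CPM in KSR23 mice (SD, n = 5 each), a log2 FC of -1.89 (standard error 0.0918, adjusted p = 3.28e-11 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Zg16 (chromosome 7, 127050156 to 127087328) had a log2 FC of -1.21 (standard error 0.0964, adjusted p = 2.62e-08) and Rab27b a log2 FC of -0.94 (standard error 0.0915, adjusted p = 3.82e-07). The falls of Ces1d, Rap1a, Rab3d and Rap1b were smaller, with log2 FC of -0.52, -0.32, -0.26 and -0.25 and adjusted p-values of 0.000172, 0.0112, 0.0104 and 0.0268. Rap1a, Rab3d and Rap1b overlapped between the groups. With libraries scaled by their total alone, these 3 genes were no longer called, with adjusted p-values of 0.0738, 0.0688 and 0.182 and log2 FC of -0.23, -0.17 and -0.16. Rap1b also lost its call in 4 of the 10 fits that each left out one mouse, with an adjusted p up to 0.082.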

Other genes involved in pancreatic acinar secretion were also downregulated, including syncollin (*Sycn*), a protein that regulates the fusion of zymogen granules^14^. 

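The gene Aqp12 lies on chromosome 1 of GRCm38, from 93006334 to 93012269. It had 249 ± 24.4 CPM in WT mice and 40.6 ± 12.5 CPM in KSR23 mice (SD, n = 5 each). The log2 FC was -2.63 (standard error 0.149, adjusted p = 2.95e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and every KSR23 mouse was below every WT mouse (two-sided exact permutation test, p = 0.00794). With each mouse left out in turn, the log2 FC stayed between -2.80 and -2.52.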

Aquaporin 12 (*AQP12*), an acinar-specific water channel that controls secretion of pancreatic fluid^15^, was also downmodulated in the pancreas of *KSR23* mice (Fig. 4e). Some of these changes were confirmed by quantitative PCR (qPCR) (Fig. 4f).

**Fig. 4:**
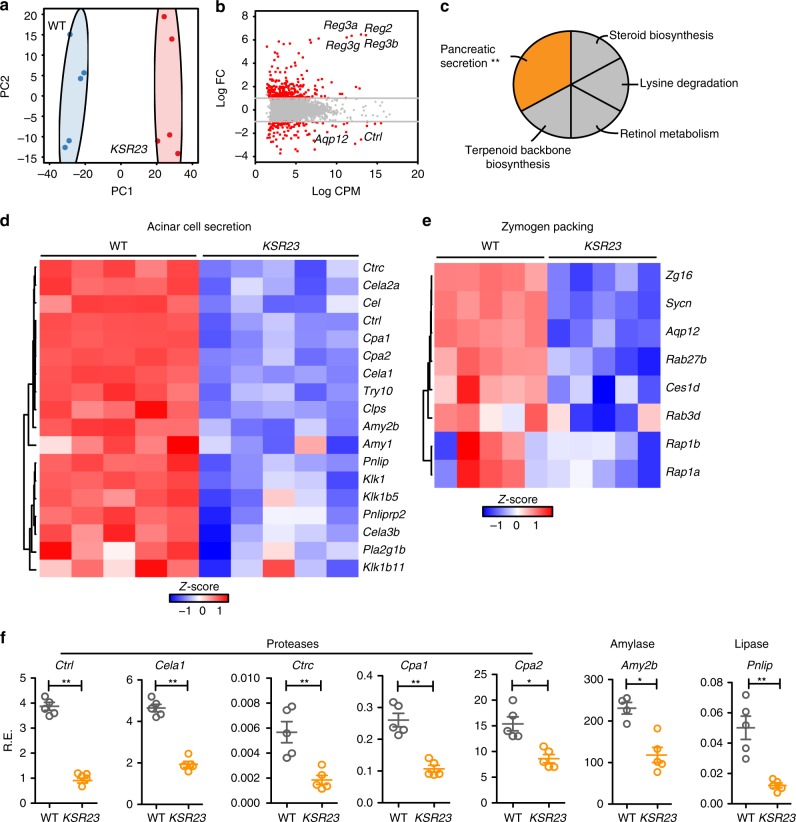
Decreased pancreatic secretion pathway in the pancreas of *KSR23* mice. **a** Principal component analysis of RNASeq expression data from all biological replicates of WT and *KSR23* pancreas (*n* = 5/group). **b** Plot of log 2 FC (log 2 fold change) vs. log 2 CPM (log 2 counts per million) of all detected transcripts. Points are colored according to expression status: non-significant genes (gray) and significant genes (385 genes; *Q* < 0.05; log 2 FC > 1 or log 2 FC < −1; red). **c** The KEGG pathway analysis of significantly downregulated genes in the pancreas of *KSR23* mice (*Q* < 0.05; terms >3 genes; % Genes/term >4; *κ* 0.4). **d** *Z*-scored heat map of downregulated genes associated with the GO terms “pancreatic secretion” and acinar secretory enzymes. **e** The heat map of downregulated genes associated with the term zymogen packing. **f** qPCR validation of genes encoding digestive enzymes. Data are shown as mean ± SEM, statistical analysis by nonparametric Mann–Whitney test. *p < 0.05 and **p < 0.01. Source data are provided as a Source Data file

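With an adjusted p under 0.05 and a log2 FC over 1 or under -1, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment gave 637 genes, of which 410 were higher and 227 lower in KSR23 mice. In 548 of them, or 86.0%, the log2 CPM of the 5 WT and the 5 KSR23 mice did not overlap, which chance gives in 0.794% of genes that were not selected for their difference. These genes were selected for it, so the share describes them and is no test. The count was 644 with the likelihood ratio test, 1003 without a filter on low counts and 212 when log2 FC was tested against 1 itself. Among the genes without overlap, Reg2, Reg3b, Reg3a, Reg3g and Fgl1 rose most, with log2 FC of 6.47, 6.41, 6.36, 6.21 and 6.12 and adjusted p-values of 0.000212, 0.000468, 9.74e-05, 0.000234 and 3.34e-07. Reg3b averaged 289 ± 385 CPM in WT mice and 24530 ± 6170 CPM in KSR23 mice (SD, n = 5 each). The WT spread came from WT replicates 1 and 2, with 19731 and 21233 Reg3b counts against 415, 150 and 127 in the other 3 WT libraries. The same 2 libraries held most of the WT counts of Reg2, Reg3a, Reg3g and Fgl1. The WT means of these genes and of Reg3b, and so their log2 FC, lean on WT replicates 1 and 2. The largest falls were those of Iyd, Gal, Vtn, Hamp2 and Tmed11, with log2 FC of -3.72, -3.54, -3.39, -3.39 and -3.38 and adjusted p-values of 7.44e-12, 2.97e-14, 2.97e-14, 1.08e-10 and 5.24e-10.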

The transcription regulatory gene *Ptf1a* controls acinar cell secretory protein processing and packaging^16^. Inactivation of *Ptf1a* in adult acinar cells results in decreased acinar cell identity and this coincides with the appearance of the ductal cell markers Sox9 and keratin19 (KRT19)^16,17^. 

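Expression of Ptf1a (chromosome 2, 19445663 to 19447501, GRCm38) was 4.798 ± 0.211 log2 CPM in WT mice and 4.289 ± 0.203 log2 CPM in KSR23 mice (SD, n = 5 each). The difference was larger than chance gives among splits of the 10 mice (two-sided exact permutation test, p = 0.0238; exact Mann-Whitney test, p = 0.0317), but the groups overlapped, since the highest KSR23 mouse had 4.63 and the lowest WT mouse 4.57 log2 CPM. In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, the log2 FC was -0.50 (standard error 0.111, adjusted p = 0.00218). The duct gene Sox9 (chromosome 11, 112782224 to 112787760) had 5.975 ± 0.195 log2 CPM in WT mice and 6.824 ± 0.259 log2 CPM in KSR23 mice, without overlap (two-sided exact permutation test, p = 0.00794). Its log2 FC was 0.86 (standard error 0.110, adjusted p = 1.03e-05 in the same quasi-likelihood test). With each mouse left out in turn, the log2 FC stayed between -0.60 and -0.43 for Ptf1a and between 0.78 and 0.93 for Sox9.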

We observed decreased expression of *Ptf1a* (Fig. 5a) and increased expression of *Sox9* (Fig. 5b) in the pancreas of *KSR23* mice. These results suggest that acinar cells in *KSR23* mice may acquire ductal cell phenotype. 

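The log2 ratio of Sox9 to Ptf1a in the same library was 1.18 ± 0.316 in WT mice and 2.54 ± 0.115 in KSR23 mice (SD, n = 5 each). It ranged from 0.72 to 1.46 in WT mice and from 2.41 to 2.66 in KSR23 mice (two-sided exact permutation test, p = 0.00794). A list of 18 ductal marker genes was fixed in the same way as that of the enzymes. Of these, 12 were called higher, none was called lower and 6 were not called. Sox9 itself is among the 12. Krt19, whose protein the paper stained, is among the 6 (log2 FC -0.05, adjusted p = 0.663 in edgeR's quasi-likelihood test). The median log2 FC of the 18 genes was 0.56 (limma's camera test, adjusted p = 7.36e-07 over 5 lists). With the correlation between the genes estimated from the data, the adjusted p of this test was 0.0334. Of 9 acinar transcription factor genes, 4 were called lower, 1 was called higher and 4 were not called. Their median log2 FC of -0.10 was not distinguishable from other genes (camera test with the correlation set to 0.01, adjusted p = 0.317). The libraries come from whole tissue and do not show which cells hold each transcript. From the fall of Ptf1a together with the rise of Sox9, the paper proposes that acinar cells may acquire a ductal phenotype.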

To determine if this was indeed the case, we analyzed the expression of KRT19 in the pancreas of WT and *KSR23* mice by immunostaining (Fig. 5c). Increased number of KRT19^+^ cells was observed in the pancreas of *KSR23* mice when compared to WT mice (Fig. 5c). KRT19 expression mainly localized to the large interlobular ducts in WT pancreas (Fig. 5c, arrow). However, in *KSR23* mice, KRT19 also marked a population of acinar cells (Fig. 5c, arrow). These results further indicate that acinar cell function and identity are disturbed in the pancreas of *KSR23* mice.

**Fig. 5:**
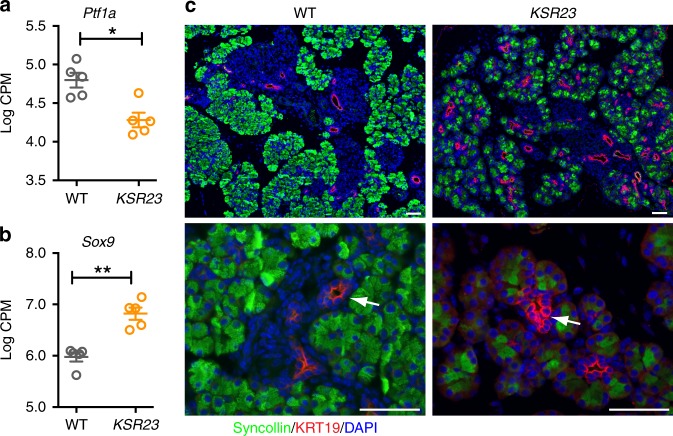
Increased number of ductal cells in the pancreas of *KSR23* mice. **a**, **b** RNASeq analysis of the expression of *Ptf1a* (**a**) and *Sox9* (**b**) in the pancreas of WT and *KSR23* mice at P5 (*n* = 5 mice/group). Data are shown as mean ± SEM, and statistical analysis by nonparametric Mann–Whitney test. *p < 0.05 and **p < 0.01. **c** Immunostaining of pancreas of WT and *KSR23* mice with antibodies against syncollin and KRT19. Arrows show localization of KRT19-positive cells in the pancreas of WT and *KSR23* mice. Scale bars = 50 μm. Source data are provided as a Source Data file

Trypsinogens, chymotrypsinogens, lipases, elastases, and proteases are produced by the acinar cells and secreted via the pancreatic ducts into the SI. At this site, some of these precursors are converted into active forms, by enzymes produced by the SI, leading to further breakdown of food. Peptides, amino acids, fatty acids, glycerol, and glucose reach the bloodstream via transporters present in the brush border membrane of intestinal cells. To ask if increased circulating levels of IL-23 and other cytokines were also associated with marked changes in the expression of genes in the intestine, we analyzed extracted RNA from the jejunum of *KSR23* and control mice and performed RNASeq. The overall pattern of gene expression differed significantly between *KSR23* and control mice (Fig. 6a). Several genes were differentially expressed, including IL-22, and genes that are downstream of it, such as *Reg3* genes and digestive enzymes also produced by the jejunum (Fig. 6b). The KEGG pathway analysis of WT and *KSR23* jejunum indicated that genes involved in protein digestion and absorption, such as chymotrypsinogen B1 (*Ctrb1*), trypsinogen (*Prss1*), trypsin (*Tyr5* and *Tyr4*), caboxypeptidase a1 (*Cpa1*), and chymotrypsin-like elastase family member 3b (*Cela3b*), were downregulated in the intestine of *KSR23* mice (Fig. 6c). Transcriptome analysis also showed decreased expression of several genes involved in the regulation of the very-low-density lipoprotein particle pathway (Fig. 6d, e). These particles regulate fat and cholesterol release into the bloodstream. Together, these results indicate that systemic expression of IL-23, and other cytokines, correlated with significant transcriptional changes in genes that regulate food processing in the pancreas and intestine.

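In the pancreas libraries, 56.2% ± 0.780 of all gene counts fell on digestive enzyme genes in WT mice and 44.3% ± 1.89 in KSR23 mice (SD, n = 5 each). The share ranged from 55.3% to 57.1% in WT mice and from 41.3% to 46.1% in KSR23 mice (two-sided exact permutation test, p = 0.00794). It covers uniquely aligned reads alone, and reads of multi-copy genes such as the Amy2a copies are left out. Reg family genes held 3.76% ± 0.223 of the counts in WT mice and 11.8% ± 0.864 in KSR23 mice (two-sided exact permutation test, p = 0.00794). The fall in the enzyme share was 11.9 percentage points, and the difference was -8.22 percentage points with the Reg family genes left out of the total. The 18 genes of Fig. 4d alone went from 26.02% ± 0.503 in WT mice to 14.08% ± 0.92 in KSR23 mice, a difference of -11.9 percentage points. The fall in the share is thus as large in the genes the paper shows as lower as in the whole list. Trypsinogen genes went the other way, from 8.507% ± 0.293 in WT mice to 11.9% ± 0.783 in KSR23 mice.

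**Figure D2:**
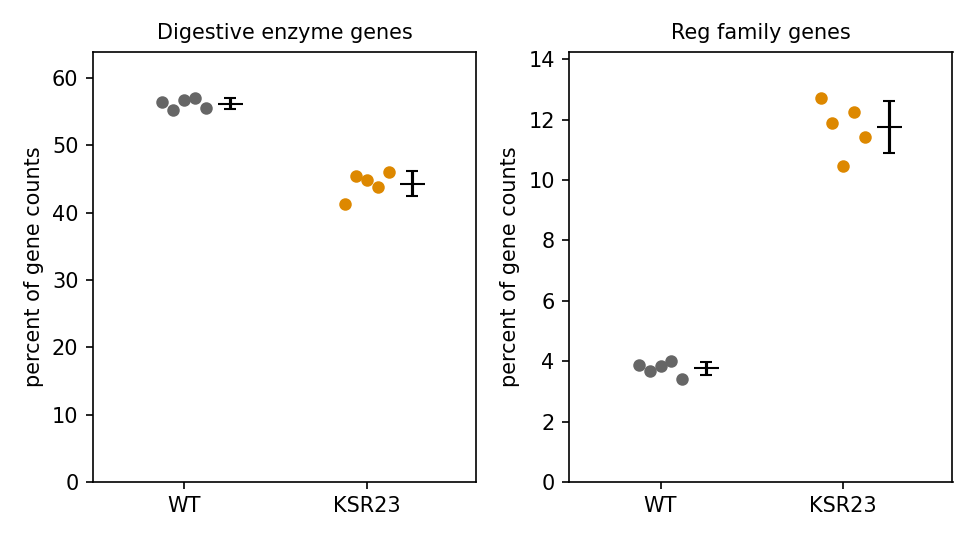
Percent of gene counts on digestive enzyme genes (left) and Reg family genes (right) in each pancreas library at P5, as points, with the mean and SD as a black bar (n = 5 mice per group). The KSR23 mice lie between 41.3% and 46.1% on the left, all below the WT mice.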

**Fig. 6:**
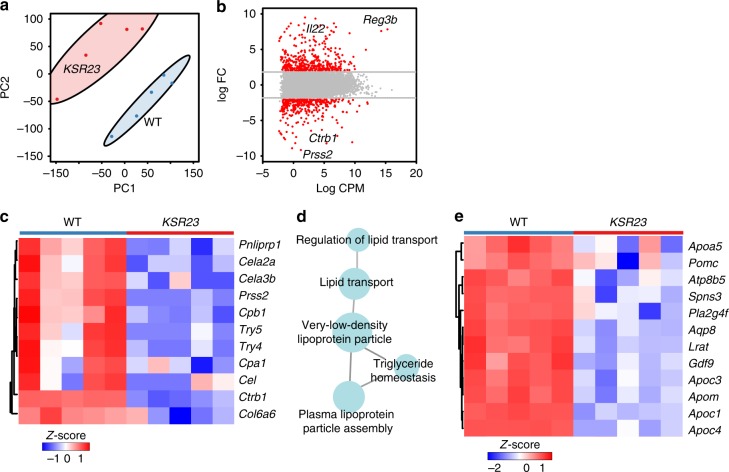
Altered food absorption pathways in the jejunum of *KSR23* mice. **a** Principal component analysis of RNASeq expression data from all biological replicates of WT and *KSR23* jejunum (*n* = 5/group). **b** Plot of log 2 FC (log 2 fold change) vs. log 2 CPM (log 2 counts per million) of all detected transcripts. Points are colored according to expression status: non-significant genes (gray) and significant genes (698 genes; *Q* < 0.05; log 2 FC > 2 or log 2 FC < −2; red). **c** *Z*-scored heat map of all downregulated genes associated with the GO terms “protein digestion and absorption.” **d** ClueGo analysis of significantly downregulated genes shown enrichment of GO term group “very-low-density lipoprotein particle.” **e** *Z*-scored heat map of all downregulated genes associated with the GO group “very-low-density lipoprotein particle”

### IL-22 ablation corrects aberrant pancreatic enzyme gene expression

To ask if IL-22 affected the expression of pancreatic enzymes, we examined the expression of several genes in the pancreas of *KSR23* and *KSR23/IL-22*^*−/−*^ mice. qPCR confirmed that *KSR23* mice had increased messenger RNA (mRNA) levels of *Reg3β* (Fig. 7a) and decreased levels of pancreatic lipase, amylase, and *Sycn* in the pancreas than that in WT controls (Fig. 7c, g). Changes in protein levels were also documented by immunohistochemistry (Fig. 7b, h). Deletion of IL-22 in *KSR23* mice had a marked effect on the levels of expression of these markers, as well as on the levels of pSTAT3, a known mediator of IL-22 signaling^18^ (Fig. 7i). Levels of *Reg3β*, amylase, and pancreatic lipase, as well as *Sycn* in the pancreas of *KSR23/IL-22*^*−/−*^, mice were equivalent to those observed in WT mice, suggesting that IL-22, or genes downstream of it, had a major role in controlling expression of pancreatic genes.

**Fig. 7:**
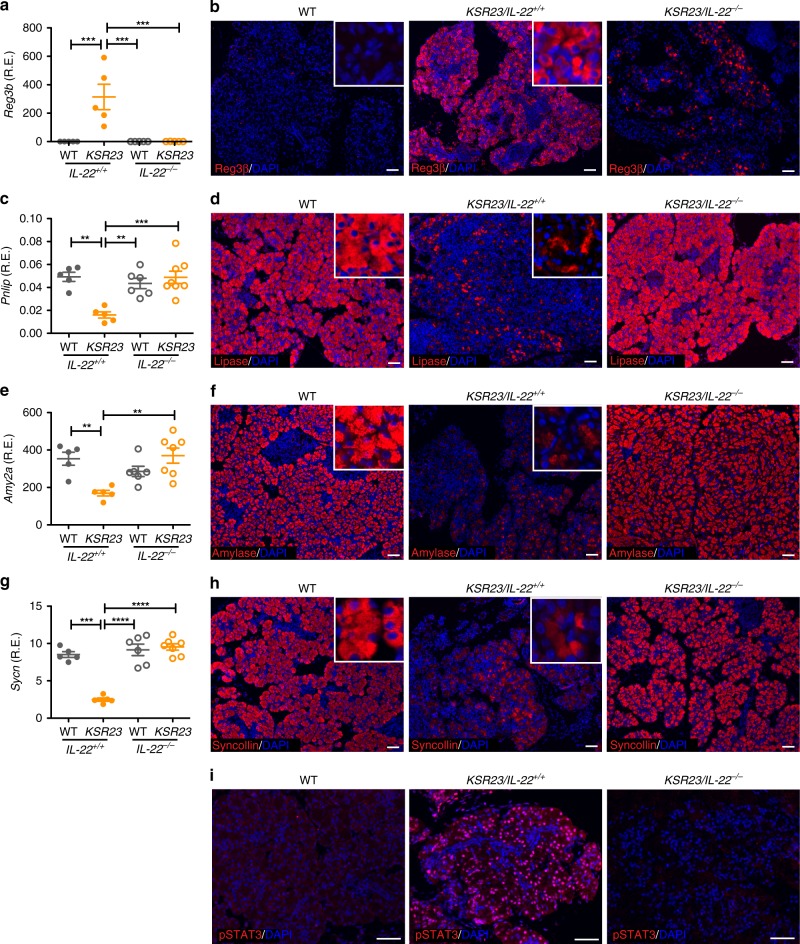
Ablation of IL-22 restores expression of pancreatic genes in *KSR23* mice. **a**, **c**, **e**, **g** qPCR analysis of the expression of selected genes in the pancreas of WT, *IL-22*^*−/−*^, *KSR23*, *and KSR23/IL-22*^*−/−*^ mice at P5. **b**, **d**, **f**, **h** Immunostaining of pancreas of WT, *KSR23*, and *KSR23/IL-22*^*−/−*^ mice at P5 with antibodies against *Reg3β* (**b**), lipase (**d**), amylase (**f**), and syncollin (**h**). Insets show higher magnification. **i** Immunostaining of pSTAT3 in the pancreas of WT, *KSR23*, and *KSR23/IL-22*^*−/−*^ mice. Increased number of pSTAT3^+^ cells in the pancreas of *KSR23* mice. Data are shown as mean ± SEM, statistical analysis by one-way ANOVA. **p < 0.01 and ***p < 0.001. Scale bars = 50 μm. Source data are provided as a Source Data file

### IL-22 directly regulates expression of pancreatic genes

Deletion of IL-22 reverts the two main phenotypes of early death and stunted body growth in animals expressing IL-23. In addition, deletion of IL-22 reverted the abnormalities in gene expression observed in the pancreas. IL-22R is expressed by acinar cells in the pancreas of WT mice, and it has been shown that IL-22 can directly promote expression of *Reg3β* by these cells^19^. To investigate if IL-22 could directly affect expression of pancreatic genes involved in nutrient processing, we performed in vitro experiments. Short-term (24 h) incubation of WT pancreatic cells with IL-22 led to a significant upregulation of *Reg3b* as reported^19^, but no changes in expression of *Ptf1a*, *Sycn*, *Amy2a*, and *Amy2b* (Supplementary Fig. 6). Longer incubation of the acinar cells with IL-22 (60 h) led to a significant decrease in the expression of *Ptf1a* (Fig. 8). Coincident with the decreased expression of *Ptf1a*, we observed a significant decrease in the expression of *Sycn*, *Amy2a*, and *Prss2* in cultures stimulated with IL-22 (Fig. 8), suggesting a direct role for IL-22 in the regulation of these pancreatic genes. To confirm that these changes were elicited by IL-22 signaling, we studied the effect of IL-22 in pancreatic cells derived from IL-10R2-deficient mice. No changes in gene expression were observed after the addition of IL-22 to IL-10R2 signaling-deficient pancreatic acinar cells (Fig. 8 and Supplementary Fig. 6), confirming that the changes observed in the expression of pancreatic genes were mediated by the IL-22 receptor. Together, these results indicate that the inhibition of pancreatic gene expression observed in *KSR23* mice is mediated by IL-22.

**Fig. 8:**
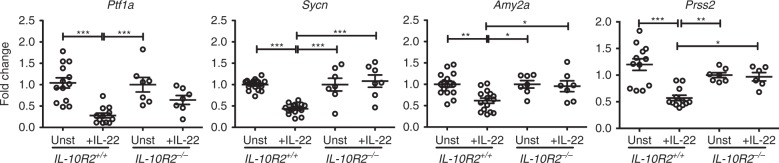
IL-22 induces downregulation of pancreatic enzymes related genes in acinar cell cultures in vitro. Acinar cells from WT (*IL-10R2*^*+/+*^) and *IL-10R2*^*−/−*^ mice were cultured in the presence of IL-22 recombinant protein. Sixty hours after culture, cells were analyzed for the expression of pancreas transcription factor 1a (*Ptf1a*), syncollin (*Sycn*), amylase 2a (*Amy2a*), and serine protease 2 (*Prss2*) by qPCR. Note the downmodulation of several pancreatic related genes by WT acinar cells cultured with IL-22. IL-22 did not reduce the expression of pancreatic related genes in IL-10R2 -deficient cells. Data are shown as mean ± SEM, statistical analysis by one-way ANOVA. *p < 0.05, **p < 0.01, and ***p < 0.001. Source data are provided as a Source Data file

### Decreased expression of pancreatic enzymes in NEC mice

The phenotype of neonatal death presented by the *V23*^11^ and *CXR23* mice is reminiscent of that presented by humans with necrotizing enterocolitis (NEC), a disease characterized by bowel necrosis and multisystem organ failure in the neonatal period^20^. NEC mostly affects premature infants and involves the invasion of the intestinal wall by bacteria, which could lead to dysregulation of IL-23 production. To test this hypothesis, we induced NEC in C57Bl/6 mice at postnatal day 7, following protocols described by Hackam and colleagues^21,22^. qPCR analysis showed that expression of IL-23 and IL-22 was upregulated in the terminal ileum of animals with NEC when compared to controls at P11 (Fig. 9a, b). As systemic level of IL-22 were upregulated in the *CXR23* and *KS23* mice, we tested next if the increased levels of IL-23 observed in the intestine of mice with NEC were associated with increased levels of IL-22 in circulation. As shown in Fig. 9c, we noted a significant increase in circulating levels of IL-22 in mice with NEC compared to controls. We also tested if the expression of pancreatic enzymes, *Sycn* and *Reg3β*, was altered in the pancreas of mice with NEC. Using immunostaining we detected a marked increase in the expression of *Reg3β* and decreased expression of amylase A, lipase, *Sycn* in the pancreas of animals with NEC (Fig. 9d, e). Together, the results indicate that expression of IL-23 and IL-22 are increased in the intestine in the NEC model of neonatal inflammation, and that these changes are associated with dysregulation in the expression of pancreatic enzymes, mimicking what is observed in our transgenic models.

**Fig. 9:**
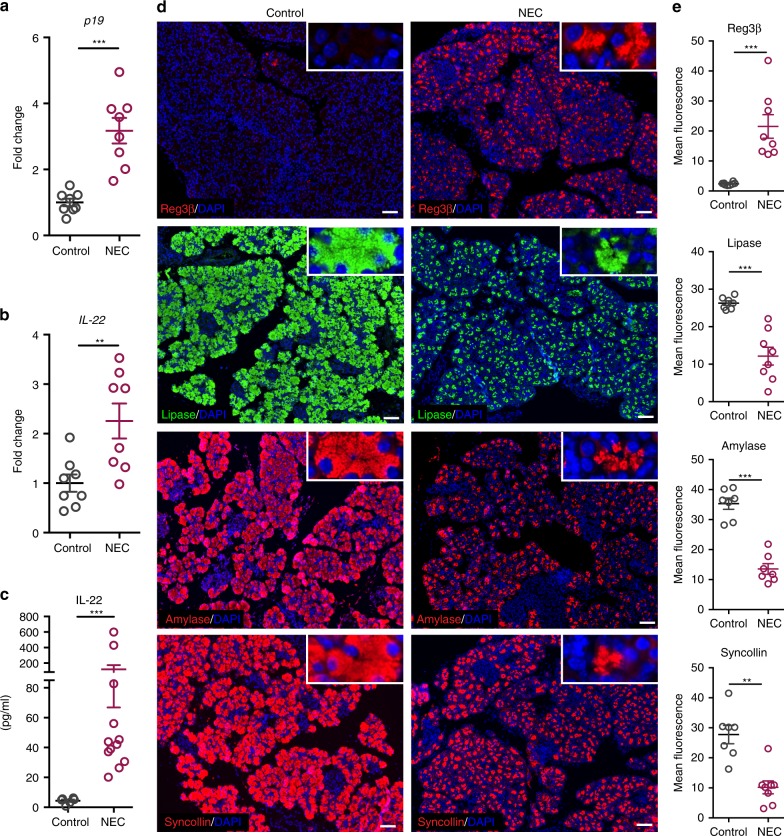
Mice with necrotizing enterocolitis (NEC) show decreased production of pancreatic enzymes. **a**–**c** Expression of IL-23p19 (**a**) and IL-22 (**b**) mRNA in the terminal ileum of control and animals with NEC (*n* = 8 mice/group). **c** Quantification of IL-22 in the serum of control and animals with NEC (*n* = 6–12 mice/group). **d** Representative immunostaining of pancreas of control mice and mice with NEC. Insets show higher magnification (*n* = 7–8 mice/group). Scale bars = 50 μm. **e** Quantification of fluorescence intensity in images shown in **d** (*n* = 7–8 mice/group). Data are shown as mean ± SEM, statistical analysis by nonparametric Mann–Whitney test. **p < 0.01 and ***p < 0.001. Source data are provided as a Source Data file

## Discussion

Here we study the impact of IL-23 expression in newborns. We report that IL-23 induces severe phenotypes when expressed since birth by CX3CR1^+^ cells and by keratinocytes. These phenotypes are reversed by inactivation of IL-22, suggesting that IL-22 mediates the pathogenic properties of IL-23 in newborns. We also show that a critical and unappreciated pathogenic mechanism triggered by IL-22 is the reduction in the expression of several pancreatic enzymes, which contributes to the failure to thrive observed in these animals.

Two phenotypes were associated with neonatal expression of IL-23. The first was death within the first 48 h of life. This phenotype was present in ~50% of the mice expressing IL-23 in CX3CR1^+^ myeloid cells in the intestine, but not in mice expressing IL-23 in keratinocytes, and was associated with intestinal bleeding, resembling what is observed in animals expressing IL-23 from the villin promoter (*V23* mice)^11^. The phenotype was less severe in the case of *CXR23* mice, perhaps reflecting lower levels of IL-23 expression compared with *V23* mice. The cause of death in both cases is not clear, but the microbiota could play an important role, as GF *CXR23* mice do not present intestinal bleeding and survive beyond the neonatal period. Also similar to what is observed in the *V23* mice^11^, we observed an increase in the number of ILC3 in the intestine of *CXR23* mice. We suggest that this cell population is the key driver of pathogenesis in *CXR23* mice, similar to what has been demonstrated in the *V23* mice. Given that ILC3 produce copious amounts of IL-22 upon IL-23 stimulation, it is likely that they are a major source of IL-22 in the newborn gut. Increased IL-22 levels could disrupt intestinal permeability, favor permeation of bacteria into the lamina propria, and cause marked intestinal inflammation and intestinal bleeding and death^11^. This hypothesis is supported by our observation that inactivation of IL-22 signaling (using both IL-22 and IL-10R2-knockout (KO) mice) rescues the intestinal bleeding observed in 50% of the *CXR23* mice. In this context it is important to discuss that IL-10R2 mediates signaling of both IL-22 and IL-10. The fact that the KO of IL-10R2 in the context of IL-23 expression phenocopies that elicited by KO of IL-22 further strengthens the hypothesis of a pathogenic role for IL-22, and suggests that IL-10 signaling does not affect the phenotype of premature death induced by Il-23 expression. Together, our data support a pathogenic role of IL-22 in the neonatal mice with increased IL-23 expression.

Another finding that merits discussion is the fact that the newly acquired microbiota appears to contribute to the development of the intestinal bleeding phenotype observed in *CXR23* SPF neonates. We show here that *CXR23* GF mice do not develop intestinal bleeding. This finding suggests that either bacteria have a direct role in the process or that they control the overall number of CX3CR1^+^ cells in the intestine (and therefore regulate the levels of IL-23 being produced). Indeed, it was shown that the number of CX3CR1^+^ cells is reduced in the lamina propria of GF adult mice^23^. To test if the difference in phenotype between *CXR23* SPF and *CXR23* GF mice is due to a reduced number of CX3CR1^+^ cells in the SI of the GF mice, we performed flow cytometry. We found that at birth (P1) *CXR23* SPF and *CXR23* GF mice have similar number of CX3CR1^+^ cells in the SI (SPF 7 ± 0.6 × 10^6^ vs. GF 6 ± 0.6 × 10^6^). We conclude that the differences in phenotype cannot be ascribed to the number of CX3CR1^+^ cells in the SI and that the microbiota contributes directly to the demise of the mice at this stage. We hypothesize that they may do so by infiltrating the intestinal wall. We have shown previously that intestinal permeability is increased in areas immediately adjacent to the ILC3-rich lymphoid anlagen in the SI of mice expressing IL-23 in intestinal epithelial cells^11^.

The second phenotype observed in both strains was failure to growth. *CXR23* mice that survived the first 48 h failed to grow and died prematurely, similar to *KSR23* mice. Again, these phenotypes were reversed by IL-22 ablation, indicating a pathogenic role for elevated levels of IL-22. Our results are in agreement with other findings in the literature. Transgenic expression of IL-22 from the EµLCK promoter or from the insulin promoter results in animals with small body weight that die a few days after birth^24^. Expression of IL-22 from the albumin promoter, on the other hand, does not induce early lethality, but the body weight of the animals is lower than that of WT littermates from 5 months of age^25^. The reason why animals in this line survive, and the other strains driven by the EµLCK and insulin^24^, villin^11^, and CX3CR1 promoters do not is unclear, but it might be related to overall levels of IL-22 in circulation or the site and timing of its expression. Low body weight is also observed in mice in which IL-22 was delivered by adenoviral infection or in animals injected daily with this cytokine (25 mg over a 2-week period). Daily injection of IL-22 induced a 8% decrease in body weight^26^. The causes of stunted growth and low body weight are multiple and include reduced absorption of dietary components. Indeed, it was suggested previously that IL-22 regulates expression of lipid transporters in the intestine^27^, a finding that we confirm and extend here.

The most unexpected finding in the course of our experiments was that increased levels of IL-22 in circulation markedly affected the expression of pancreatic enzymes critical for digestion of carbohydrates, proteins, and lipids. The reduced expression of enzymes and reduced absorption of nutrients by the intestine resulted in malabsorption, as evidenced by increased amount of fat in the stools. The expression of the digestive enzymes was normalized by deletion of IL-22. Thus, it is likely that the growth disturbances observed in the *CXR23* and *KSR23* mice result in part from malabsorption of critical dietary components due to reduced expression of pancreatic enzymes and of intestinal transporters.

Most tissue-specific genes known to be regulated by IL-22 are upregulated. Of particular interest, we have identified genes that are downregulated by IL-22. While we cannot rule out that the other cytokines simultaneously upregulated by IL-23 may impact the expression of the pancreatic and intestinal genes, our demonstration that IL-22 can directly downregulate expression of genes encoding the pancreatic enzymes in vitro suggests that IL-22 is the main factor regulating this process in IL-23-expressing animals. We show here that incubation of acinar cells with IL-22 leads to a significant reduction in the expression of *Ptf1a* after a long (60 h) but not short (20 h) incubation. Ptf1a is a basic helix–loop–helix transcription factor that is critical for the specialized phenotype of the pancreatic acinar cells, including the control of the production of secretory digestive enzymes^17^. We show an increase in the number of pSTAT3 acinar cells of the *KSR23* mice and postulate that this may be the effector mechanism for the reduced expression of digestive enzymes. Interestingly, the genetic ablation of Ptf1a in adults leads to reduction in the expression of genes encoding acinar secretory products and genes involved in the zymogen granule formation^16^. Also of interest is the observation that decreased Ptf1a expression results in increased expression of ductal cell markers^16,17^. Similar results were observed in *KSR23* mice. Our observations linking high systemic levels of IL-22 with reduced levels of Ptf1a expression in the pancreas of *KS23* mice, and the demonstration of a direct activity of IL-22 on the acinar cell, strongly support a role for IL-22 in the expression of *Ptf1a*. Given the kinetics of the response in vitro and the increased number of ductal cells in vivo in transgenic mice, we cannot rule out that the reduction in the expression of pancreatic genes is due to a developmental defect induced by lower expression of Ptf1a.

The IL-22-induced upregulation of several antimicrobial genes by acinar cells is yet another interesting observation in this context. IL-22 directly regulates expression of *Reg3β* in vitro, as shown here and elsewhere^19^. The additional secretion of the microbicide Reg proteins into the intestinal lumen could potentially affect the intestinal microbiota. Thus, the fact that IL-22 can regulate expression of several pancreatic genes may have implications for the pathogenesis of other diseases of the intestinal tract. Varying degrees of pancreatic insufficiency have been reported in patients with inflammatory bowel disease (IBD)^28–30^, and these may be functionally related to higher levels of IL-22 in situ or in circulation. Relevant to this discussion is the observation that pediatric IBD is often associated with growth failure^31^, which is caused by several factors, among them decreased food intake and malabsorption^32^.

NEC is a severe inflammatory disease that affects the intestine of premature babies leading to intestinal ischemia and death^20^. Of interest, expression of IL-22 is increased in the intestine of humans with NEC^22^. To test whether the IL-23/IL-22 axis was altered in NEC, we performed RNA quantitation in the affected intestinal tissue (terminal ileum) and observed significantly elevated levels of both cytokines. Levels of IL-22 in circulation were elevated in the mice with NEC and there was upregulation of *Reg3β* and downregulation of pancreatic enzymes and *Sycn*. These results closely mimic the results obtained with transgenic animals and support the hypothesis that increased expression of IL-23 in lesional tissue results in increased local and systemic levels of IL-22. We hypothesize that the increased systemic levels of IL-22 in both the transgenic and experimental NEC settings are critical to affect pancreatic expression of *Reg3β*, *Sycn*, and the pancreatic enzymes.

In summary, we have demonstrated an important role for IL-23 in neonatal pathology. The main effector mechanism triggered by IL-23 is increased production of IL-22, which acts at the level of the intestinal epithelium and acinar cells in the pancreas to regulate intestinal permeability and inhibit mechanisms associated the digestion and absorption of nutrients. These results indicate that dysregulation in the expression of IL-23 and IL-22 has a significant negative impact on survival and overall fitness of newborns.

## Methods

### Mice

C57BL/6 (CN 000664), CX3CR1-cre^13^ (CN 025524), hK14-cre^33^ (CN 018964), and IL-10R2-KO^34^ (CN 005027) mice were purchased from The Jackson laboratory (Bar Harbor, ME). IL-22tdTomato mice^23^ were provided by Dr. Scott Durham (NIH, Bethesda, MD). *R23* mice were described previously^12^. *R23* mice were backcrossed into the C57BL/6 background for 11 generations. Mice were maintained under specific pathogen-free conditions. The GF mice were bred in-house and were housed in standard flexible film isolators in our GF animal facility. All animal experiments in this study were approved by the Institutional Animal Care and Use Committee of Icahn School of Medicine at Mount Sinai, and were performed in accordance with the approved guidelines for animal experimentation at the Icahn School of Medicine at Mount Sinai.

### Generation of IL-22-deficient mice

*IL-22*^*−/−*^ mice were generated using CRISPR/Cas9 technology directly into C57BL/6 as described before^35^. To do so, we designed a single guide RNA (sgRNA) that targeted IL-22 exon 1 by using the online CRISPR Design Tool (http://tools.genome-engineering.org). The plasmid expressing sgRNA was prepared by ligating oligos into *Bbs*I site of pX330 (Addgene plasmid ID: 42230)^36^. Confirmation of WT and KO genotypes was done by sequencing. Alignment of amino acid sequence between truncated protein generated in IL-22-KO mice and IL-22 from WT mice^37^ was done by SeqBuilder. Functional validation of the IL-22-KO was done as described in Supplementary Fig. 5.

### Induction of NEC

NEC was induced as described^21,22,38,39^ in 7-day-old mouse pups by gavage feeding (five times per day for 4 days) of formula [Similac Advance infant formula (Abbott Nutrition) and Esbilac canine milk replacer (PetAg) at a ratio of 2:1] supplemented with enteric bacteria that were isolated from an infant with NEC. Mice were exposed to brief hypoxia (5% O_2_, 95% N_2_ for 10 min twice daily) for 4 days. All animals were euthanized on day 11. All experiments and procedures were approved by the Johns Hopkins University Animal Care and Use committees in accordance to the Guide for the Care and Use of Laboratory Animals (8th Edition, The National Academies Press 2011).

### Immunostaining, imaging, and quantification

Organs were dissected, fixed in 10% phosphate-buffered formalin, and processed for paraffin sections. Four-micrometer sections were dewaxed and hydrated. Antigen retrieval was performed by microwaving tissue sections for 15 min in Target Retrieval Solution (DAKO). Tissue sections were incubated overnight with primary antibodies (Abs) in a humidified atmosphere at 4 °C. After washing, conjugated secondary Abs were added and then incubated for 35 min. The slides were washed and mounted with Fluoromount-G (SouthernBiotech). Primary and secondary Abs used are listed in Supplementary Table 1. Immunofluorescence imaging was performed in a fluorescence microscope (Nikon Eclipse Ni) with Plan Apo objective lenses. Images were acquired using a digital camera (DS-QiMc; Nikon) and Nis-Elements BR imaging software. After setting the acquisition conditions according the brightest sample, all the acquisition parameters were kept the same at all times, including the laser intensity, the exposure time, the gain of the photomultiplier, the offset of the histogram, and the image magnification. An average of three determinations were made for each mouse examined. The fluorescence intensity was measured by Image J/Fiji. Images were composed in Adobe Photoshop CS3.

### Flow cytometry

The SI of P1 mice were microdissected, minced, and digested with 2 mg ml^−1^ collagenase D (Roche). Cell suspensions were passed through a 70-μm cell strainer and mononuclear cells were isolated. Cells were pre-incubated with anti-mouse CD16/CD32 for blockade of Fc receptors, and incubated with the appropriate monoclonal Ab conjugates. Propidium iodide (Sigma-Aldrich) or DAPI (4′,6-diamidino-2-phenylindole) (Invitrogen) was used to distinguish live cells from dead cells during cell analysis. Stained cells were analyzed on a FACS Canto or LSRII machine using the Diva software (BD Bioscience). Data were analyzed with FlowJo software (TreeStar). ILC3 cells were defined as CD45^+^Lin^*−*^Thy1^+^Sca-1^hi^ as described^11^. The following fluorochrome-conjugated anti-mouse antibodies were used at indicated dilutions: Thy-1.2 (53-2.1, 1:200), Sca-1 (D7, 1:200), CD45 (30-F11, 1:200), CD11b (M1/70, 1:200), IL-22 (1H8PWSR, 1:100), IL-17A (eBio17B7, 1:100) were from eBioscience; lineage cocktail (CD3, B220, CD11b, Gr-1, Ter119^−^) (145-2C11, RA3-6B2, M1/70, RB6-8C5, TER-119, 1:100) and CX3CR1 (SA011F11, 1:200) were from BioLegend.

### Enzyme-linked immunoabsorbent assay

Chemokines and cytokines (granulocyte-colony-stimulating factor,, GM-CSF, chemokine (C-X-C motif) ligand 1 (CXCL1), CXCL2, CXCL10, IFNγ, IL-1α, IL-1β, IL-12p70, IL-15/IL-15R, IL-17, IL-18, IL-21, IL-22, IL-23, IL-25, IL-27, leptin, C-C motif chemokine ligand 2 (CCL2), CCL3, CCL4, CCL5, CCL7, macrophage colony-stimulating factor, soluble receptor activator of nuclear factor-κB ligand, tumor necrosis factor) were measured in mouse serum with ProcartaPlex Multiplex Immunoassays (eBioscience) according to the manufacturer’s protocol. Analysis was performed with the xMAP Technology by Luminex. The levels of IL-22 in the serum of mice with NEC were measured with a IL-22 Mouse ELISA Kit (Thermo Fisher Scientific) according to the manufacturer’s protocol.

### Triglycerides

Blood was collected from WT and *KSR23* mice at P5 after a 4 h starvation period. Serum separation was performed using the Capillary Blood Collection Tubes (Terumo™ Capiject™). Serum TG levels were measured with the Triglyceride (GPO) reagent set (Pointe Scientific, Inc.) according to the manufacturer’s specifications. To measure TGs in the stool, we collected 1 mg of feces in a 1.5 ml Eppendorf tube and resuspended it in 500 μl of phosphate-buffered saline (PBS). Five hundred microliters of chloroform in methanol solution (2:1) was added to the fecal suspension and vortexed. The suspension was centrifuged (1000 × *g*, 10 min, at room temperature) and the lower liquid phase, containing the extracted lipids in chloroform:methanol, was transferred to a new 1.5 ml Eppendorf tube. Samples were incubated for 24 h at 37 °C in order to evaporate all liquid. The lipid pellet was then resuspended in 200 μl PBS and the TG concentration measured with the Triglyceride (GPO) reagent set (Pointe Scientific, Inc.) according to the manufacturer’s specification.

### Acinar cell culture

Pancreatic acinar cells were isolated as described^40^ and cultured for 24 and 60 h in Waymouth’s medium alone or with addition of recombinant IL-22 (50 ng/ml, Kingfisher Biotech) at 37 °C, 5% CO_2_.

### Reverse-transcription polymerase chain reaction

Total RNA from tissues was extracted using the RNeasy Mini/Micro Kit (Qiagen) according to the manufacturer’s instructions. Complementary DNA (cDNA) was generated with Superscript III (Invitrogen). qPCR was performed using SYBR Green Dye (Roche) on the 7500 Real-Time System (Applied Biosystems) machine. Results were normalized to the housekeeping gene *Ubiquitin*. Relative expression levels were calculated as 2^(Ct(Ubiquitin) *−* Ct(gene))^. Primers were designed using Primer3Plus and are listed in Supplementary Table 2. For detection the expression of the genes listed in Supplementary Table 2 in NEC mice, qPCR were performed by using the Bio-Rad CFX96 Real-Time System (Bio-Rad) and was measured relative to the housekeeping gene *RPLO*.

### RNA sequencing

SI and pancreas were homologized in Trizol reagent (Invitrogen). Total RNA from tissues was extracted using the RNeasy Mini Kit (Qiagen) according to the manufacturer’s instructions. Samples were shipped on dry ice to the Center for Functional Genomics and the Microarray and HT Sequencing Core Facility at the University at Albany (Rensselaer). RNA quality was assessed using the NanoDrop (Thermo Scientific) and Bioanalyzer Total RNA Pico assay (Agilent). Total RNA with a RNA integrity number value of 8 or greater was deemed of good quality to perform the subsequent protocols. One hundred picograms of total RNA was oligo-dT primed using the SMART-Seq v4 Ultra Low Input RNA Kit (Clontech) and the resulting cDNA was amplified using 15 cycles of PCR. The double-stranded cDNA (dscDNA) was purified using AMPure XP magnetic beads and assessed for quality using the Qubit dsDNA HS assay and an Agilent Bioanalyzer high-sensitivity dscDNA chip (expected size ~600–9000bp). The Illumina Nextera XT Kit was used for library preparation wherein 125 pg dscDNA was fragmented and adaptor sequences added to the ends of fragments following which 12 cycles of PCR amplification was performed. The DNA library was purified using AMPure XP magnetic beads and final library assessed using Qubit dsDNA HS assay for concentration and an Agilent Bioanalyzer high-sensitivity DNA assay for size (expected range ~600–740 bp). Library quantitation was also done using a NEBNext Library Quant Kit for Illumina. Each library was then diluted to 4 nM, pooled, and denatured as per standard Illumina protocols to generate a denatured 20 pM pool. A single-end 75 bp sequencing was performed on the Illumina Nextseq 500 by loading 1.8 pM library with 5% PhiX on to a 75 cycle high output flow cell. The RNASeq data was checked for quality using the Illumina FastQC algorithm on Basespace.

### Transcriptome analyses

RNASeq data from small intestine and pancreas was mapped to the mouse reference genome (UCSC/mm10) using Tophat version 2.1.0^41^. Gene-level sequence counts were extracted for all annotated protein-coding genes using htseq-count version 0.6.1^42^ by taking the strict intersection between reads and the transcript models associated with each gene. Raw count data were filtered to remove low expressed genes with less than five counts in any sample. Differentially expressed genes between groups were analyzed using Bioconductor EdgeR package version 3.10.2 Bioconductor/R^43,44^. Statistically significant differentially expressed genes between groups (*Q* < 0.05) were selected in gene-wise log-likelihood ratio tests that were corrected for multiple testing by Benjamini and Hochberg false discovery rate. KEGG pathway enrichment analyses were performed using ClueGo^45,46^ to identify pathways in which differentially expressed genes are involved. A cut-off of 0.4 was set for *κ*-score and terms including at least three genes were retrieved.

### Statistical analyses

Except for RNASeq data, differences between groups were analyzed with nonparametric Mann–Whitney test or one-way analysis of variance (ANOVA). For repeated-measures analysis, ANOVA with Bonferroni post hoc test was used. Survival curves were analyzed by a log-rank test. All statistical analyses were performed with GraphPad Prism 7 software (GraphPad, La Jolla, CA). Differences were considered significant when *p* < 0.05. Data are shown as mean ± SEM unless specified otherwise.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

Source Data

## Data Availability

All RNASeq data generated are available at Gene Expression Omnibus (GEO) under the accession number GSE137415. The authors declare that the data that support the findings of this study are available within the paper and its Supplementary Information files. Extra data or information are available from the corresponding authors upon request. The raw data underlying Figs. 1, 2, 3, 4, 5, 7, 8, 9 and Supplementary Figs. 3–6 are available in the Source Data file.

# Supplementary material for: Interleukin 22 disrupts pancreatic function in newborn mice expressing IL-23
**Source:** Nat Commun. 2019 Oct 4;10:4517. doi: 10.1038/s41467-019-12540-8
**Supplement:** Supplementary file 1 — Supplementary Information

# **Interleukin 22 disrupts pancreatic function in newborn mice expressing IL-23**

**Lili Chen et al.**

Supplementary Figures

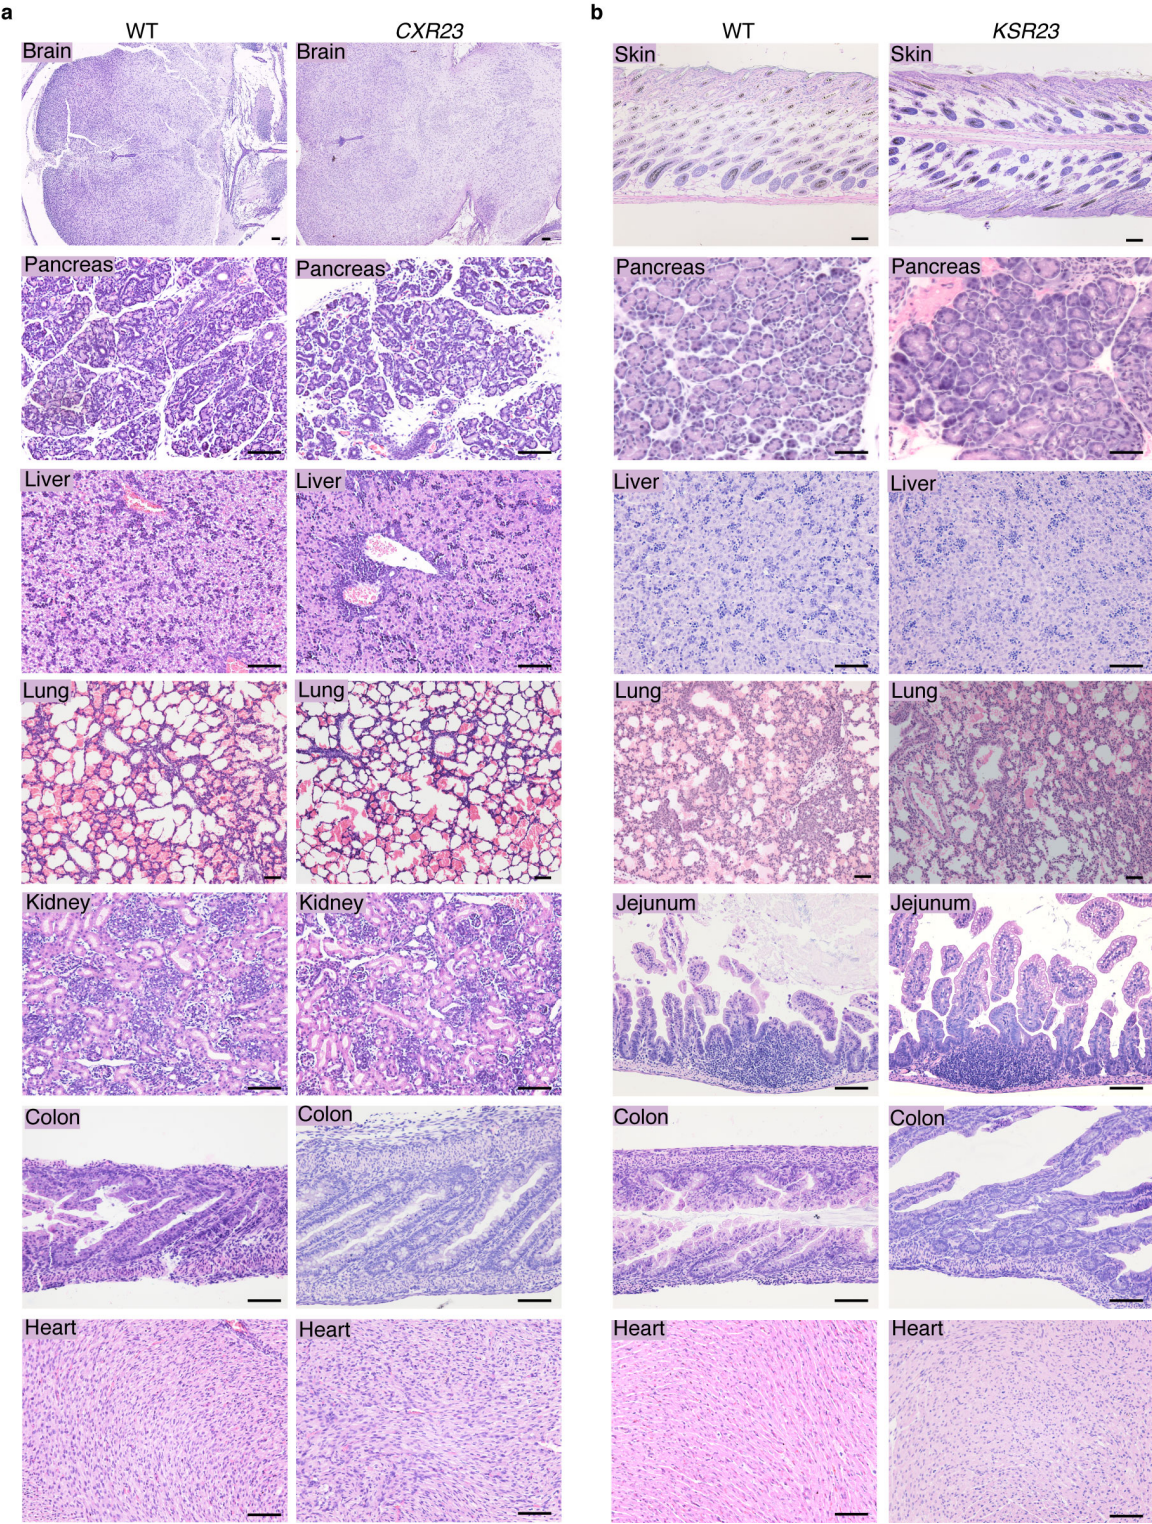

**Supplementary Fig. 1** *CXR23* and *KSR23* mice do not develop systemic inflammation. **a-b** Representative H&E section of indicated organs from WT and *CXR23* mice at P1 (**a**) and WT and *KSR23* (**b**) at P5. Scale bars = 50 $\mu$ m.

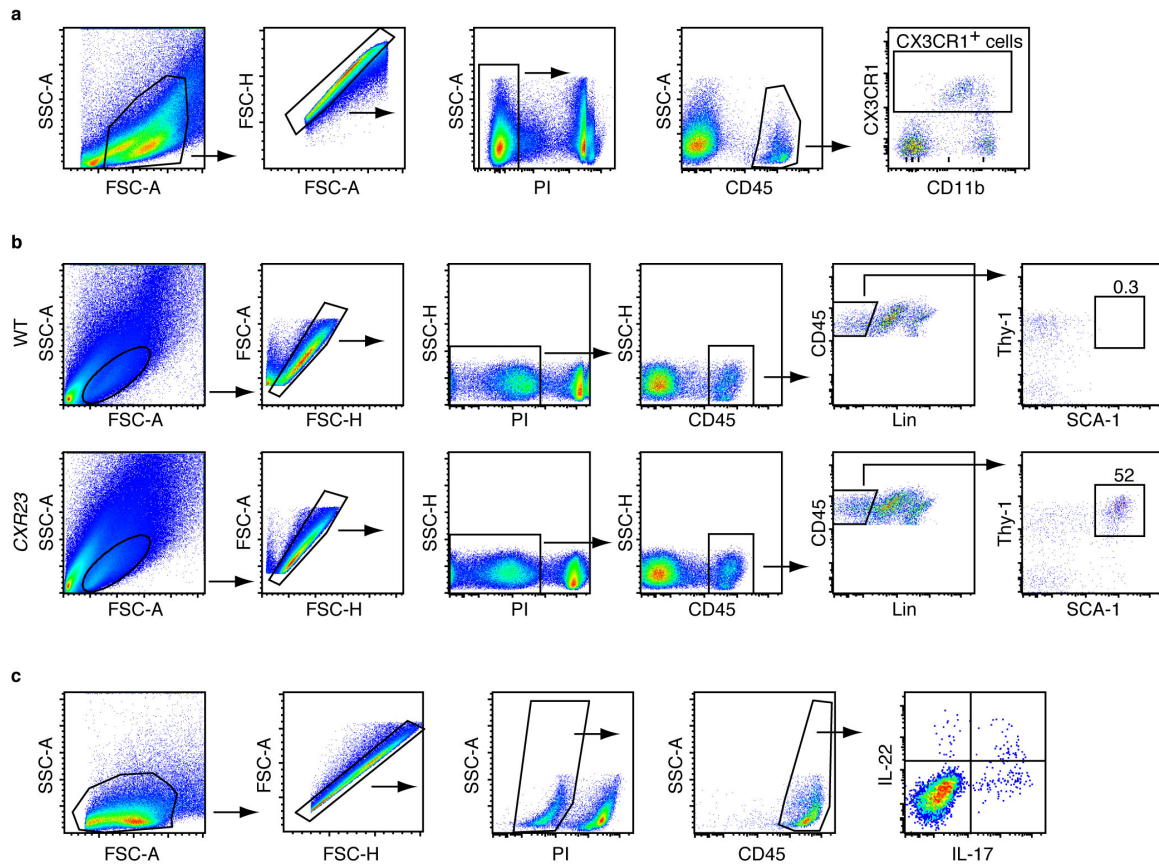

**Supplementary Fig. 2** Gating strategies used for flow cytometry. **a** Gating strategy for analysis of CX3CR1<sup>+</sup> cells in the intestine (Fig. 1h and 1i). **b** Gating strategy for analysis of ILC3 in the intestine (Fig. k). **c** Gating strategy for analysis of cytokines expression in IL-23 activated CD4<sup>+</sup> T cells (Supplementary Fig. 5d).

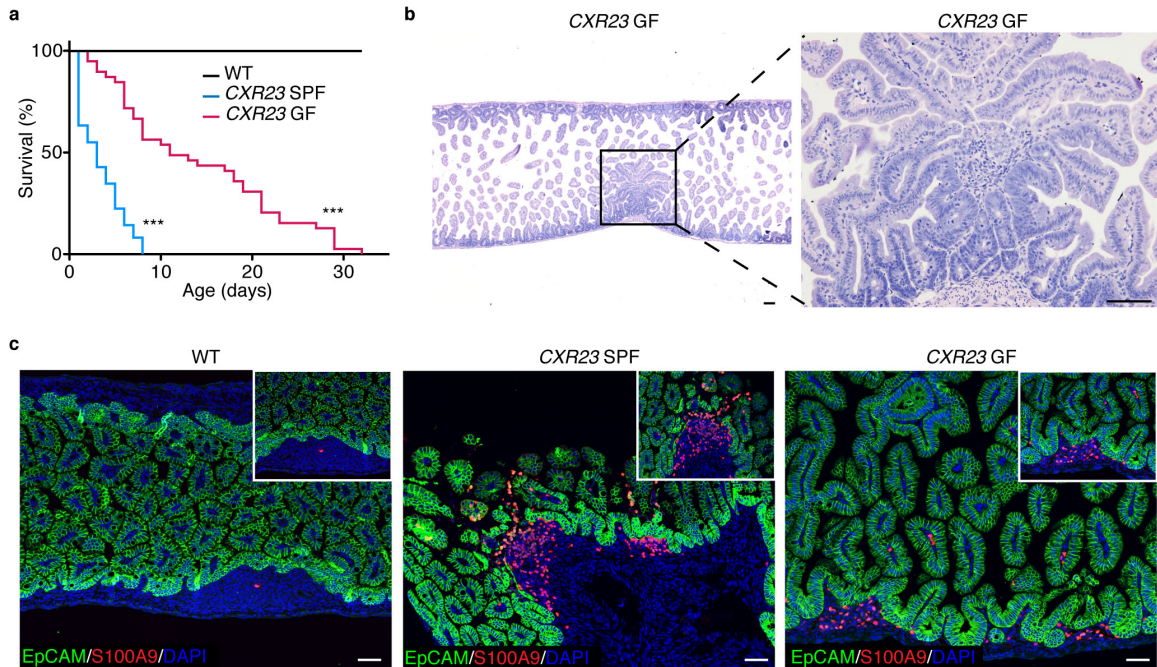

**Supplementary Fig. 3** CXR23 germ-free mice have increased lifespan when compared to CXR23 SPF mice but die at an early age. **a** Survival curves of WT, CXR23 SPF and CXR23 GF mice over time (WT n=25, CXR23 SPF n=51, CXR23 GF n=40). **b** Representative H&E section of the small intestine of CXR23 GF mice at P7. **c** Immunostaining of the small intestine of CXR23 SPF and CXR23 GF mice showing the accumulation of S100A9<sup>+</sup> neutrophils. Zoomed-in boxed area shows disrupted EpCAM<sup>+</sup> intestinal epithelial cells and extravasation of neutrophils into the gut lumen of CXR23 SPF mice. Neutrophils accumulate in areas containing intact epithelium in CXR23 GF mice (inset). Scale bars = 50 μm. Source data are provided as a Source Data file

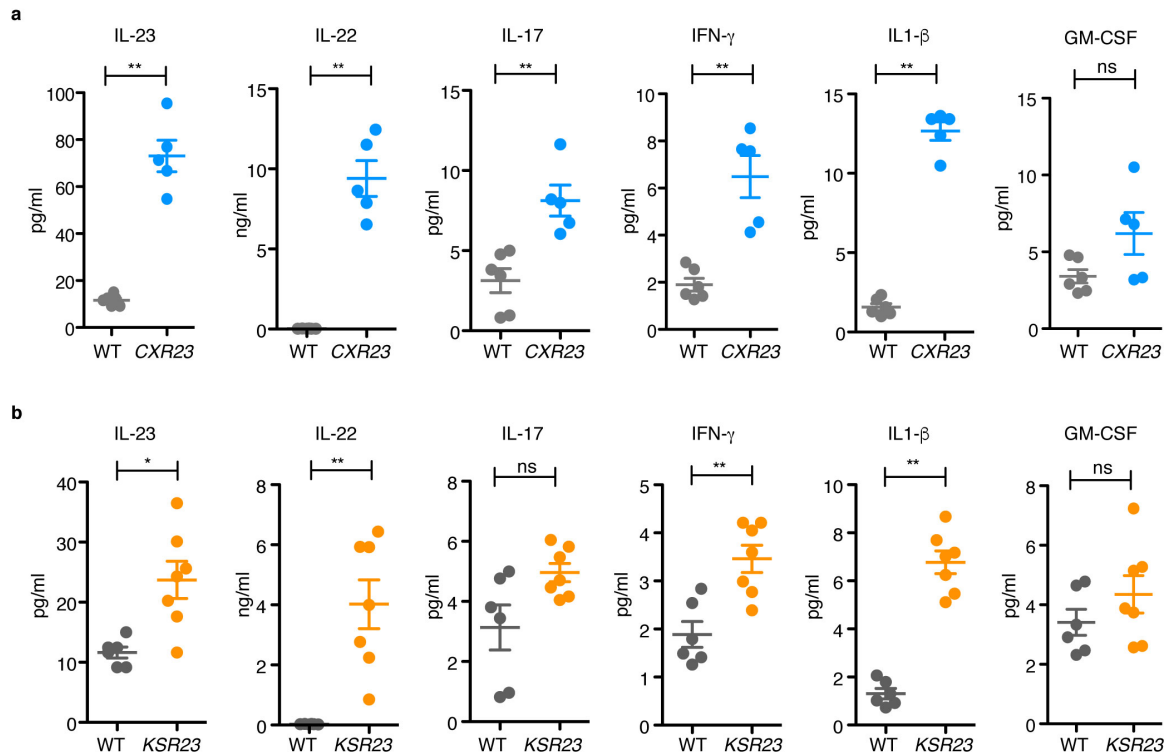

**Supplementary Fig. 4** Quantification of cytokines in the serum of WT (P1-P5). **a-b** CXR23 mice at P1 (**a**) and KSR23 mice (**b**) at P5 (n =5-8 mice/group). Data are shown as mean  $\pm$  SEM, statistical analysis by nonparametric Mann-Whitney test. ns  $p$ >0.05, \* $p$ <0.05, \*\* $p$ <0.01. Source data are provided as a Source Data file

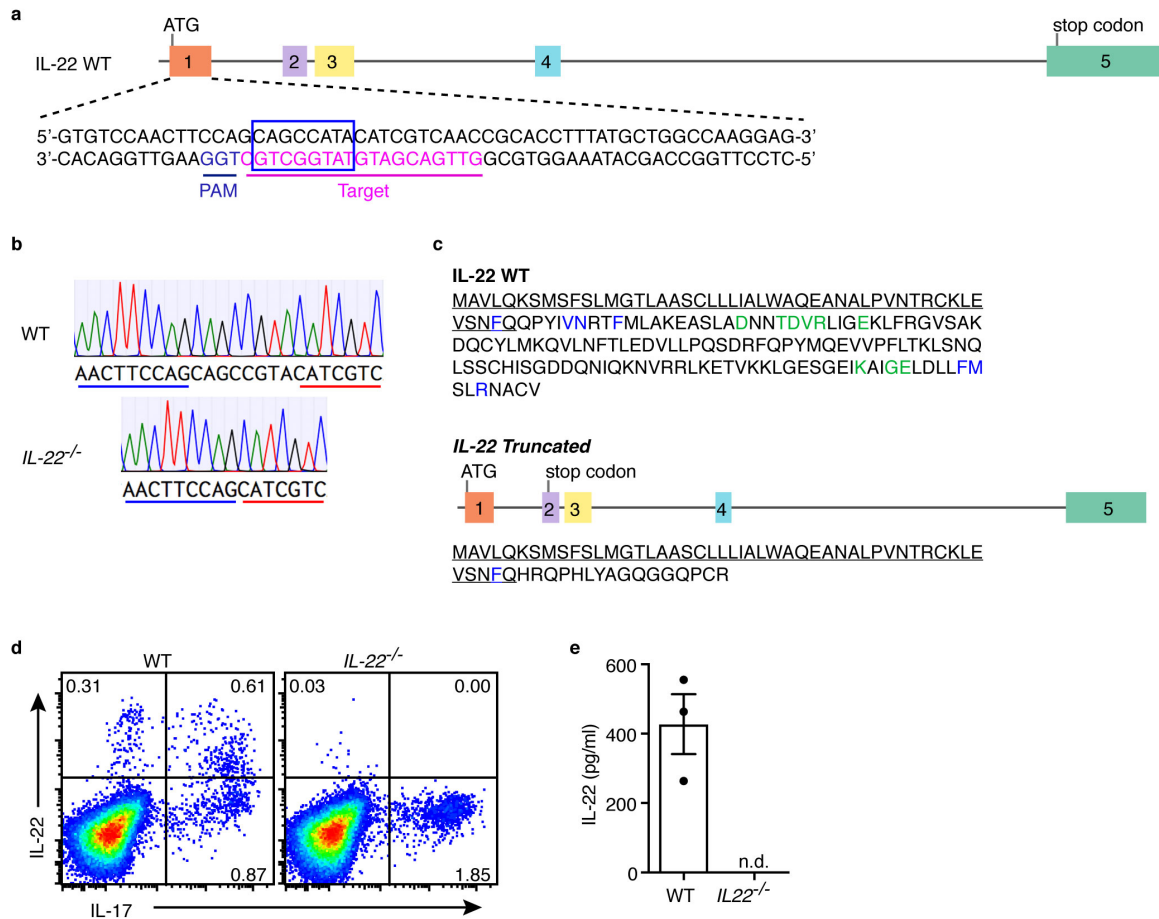

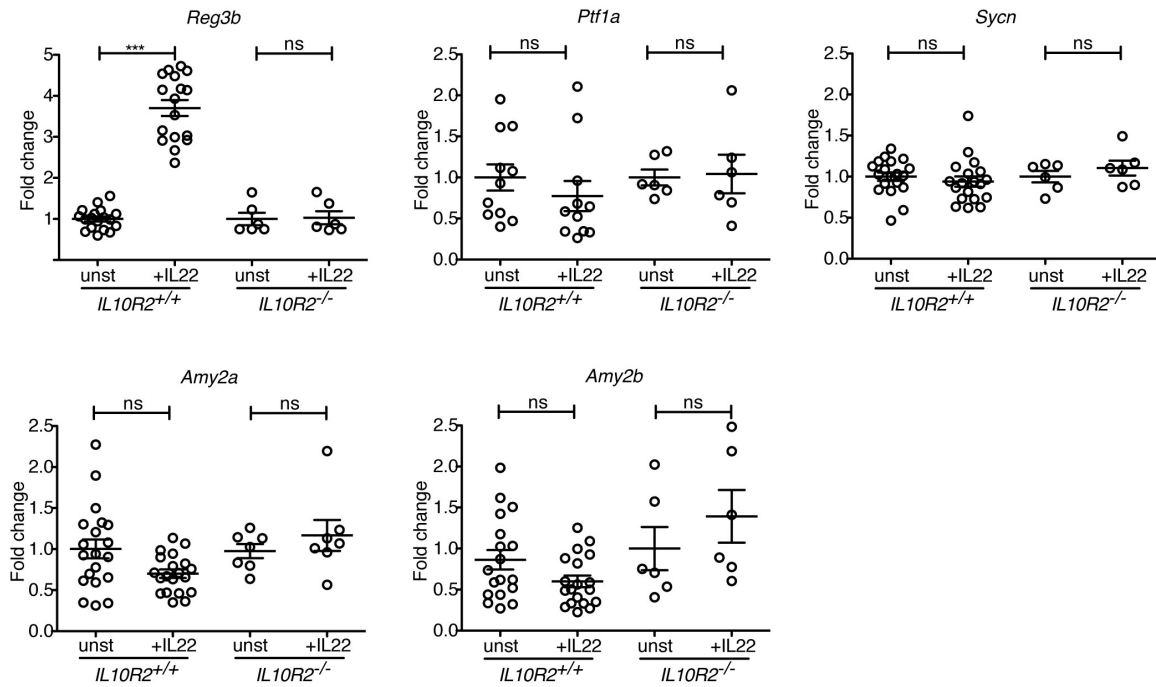

**Supplementary Fig. 6** IL-22 induces upregulation of *Reg3β* but does not alter expression of pancreatic enzymes in acinar cell cultures 24h after IL-22 stimulation. Acinar cells from WT and *IL10R2*<sup>-/-</sup> mice were cultured in the presence of IL-22 recombinant protein. Twenty-four hours after culture, cells were analyzed for the expression of pancreas transcription factor 1a (*Ptf1a*), syncollin (*Sycn*), amylase 2a (*Amy2a*), and amylase 2b (*Amy2b*) by qPCR. The expression of *Reg3β* was significantly increased at 24 h. However, there were no changes in the expression of other pancreatic related genes by *IL10R2*<sup>+/+</sup> cells cultured with IL-22. IL-22 did not reduce the expression of pancreatic related genes by *IL10R2*<sup>-/-</sup> cells. Data are shown as mean ± SEM. n = 6-19 mice/group. Statistical analysis using one-way ANOVA. ns p > 0.05, \*\*\* p < 0.001. Source data are provided as a Source Data file

**Supplementary table 1 List of antibodies used in the immunofluorescence studies**

**Primary antibodies**

| <b>Description</b> | <b>Catalog #</b> | <b>Vendor</b>       | <b>Dilution</b> |
|--------------------|------------------|---------------------|-----------------|
| Tomato             | LS-C340696       | LSBio               | 100             |
| Reg3B              | AF5110           | R&D Systems         | 200             |
| Lipase (A-3)       | Sc-374612        | Santa Cruz Biotech  | 200             |
| alpha-amylase      | ab21156          | Abcam               | 200             |
| Syncollin          | sc-390795        | Santa Cruz Biotech  | 200             |
| EpCAM              | ab71916          | Abcam               | 200             |
| S100A9             | AF2065           | R&D Systems         | 1000            |
| P-Stat3            | 9145S            | Cell Signaling Tech | 200             |

**Secondary antibodies**

| <b>Reactivity</b> | <b>Host</b> | <b>Fluorochrome</b> | <b>Vendor</b> | <b>Catalog#</b> | <b>Dilution</b> |
|-------------------|-------------|---------------------|---------------|-----------------|-----------------|
| Anti goat IgG     | Donkey      | Alexa Fluor 594     | Invitrogen    | A11058          | 400             |
| Anti goat IgG     | Donkey      | Alexa Fluor 488     | Invitrogen    | A11055          | 400             |
| Anti Rabbit IgG   | Goat        | Alexa Fluor 488     | Invitrogen    | A11008          | 400             |
| Anti Rabbit IgG   | Goat        | Alexa Fluor 594     | Invitrogen    | A11037          | 400             |
| Anti Rabbit IgG   | Donkey      | Alex Fluor 594      | Invitrogen    | R37119          | 400             |
| Anti rat IgG      | Goat        | Alexa Fluor 594     | Invitrogen    | A11007          | 400             |
| Anti rat IgG      | Donkey      | Alexa Fluor 488     | Invitrogen    | A21208          | 400             |
| Anti Mouse IgG2a  | Goat        | FITC                | Abcam         | AB97244         | 400             |
| Anti Mouse IgG2a  | Goat        | Alexa Fluor 594     | Jackson       | 115-585-206     | 400             |
| Anti mouse IgG2a  | Rat         | FITC                | ebioscience   | 11-4210-82      | 400             |
| Anti Sheep IgG    | Donkey      | Alexa Fluor 594     | Invitrogen    | A11016          | 400             |

**Supplementary table 2 List of primes used in q-PCR studies**

| <b>Gene</b>                                | <b>Forward Primer</b>     | <b>Reverse Primer</b>    |
|--------------------------------------------|---------------------------|--------------------------|
| <i>Ubiquitin</i>                           | TGGCTATTAATTATTCGGTCTGCAT | GCAAGTGGCTAGAGTGCAGAGTAA |
| <i>Amy2a</i>                               | GTGGTCAATGGTCAGCCTTT      | CCATCACTGCCAACATTACAC    |
| <i>Amy2b</i>                               | GGGAGGACTGCTATTGTCCA      | CATTGTTGCACCTTGTACAC     |
| <i>Cela1</i>                               | CAGCCCCATGACTTATCGAG      | CTTGTTCCAGTAGGGGTGTG     |
| <i>Ctrl</i>                                | CCGGTACACAGCACAAGTCT      | ACATTGCCACACCACTGAT      |
| <i>Ctrc</i>                                | TATAAATGCCCTGCCTGGTC      | CCAAGTGCATCCCTGAGGT      |
| <i>Cpa1</i>                                | GGGACCCTCGTCAGTGTTTA      | GCAGAGATTCGGAGAACCTG     |
| <i>Cpa2</i>                                | ACAGTCCATGTCCGAGTTCC      | CAGCCACGAGGTTATCCATT     |
| <i>Il-23p19</i>                            | CCAGCAGCTCTCTCGGAATC      | GATTCATATGTCCCGCTGGTG    |
| <i>Il-23p40</i>                            | ACAGCACCAGCTTCTTCATCAG    | TCTTCAAAGGCTTCATCTGCAA   |
| <i>Prss2</i>                               | ACAAATACCGCATCCAAGTG      | TGGCAGAATCAACAAACTGC     |
| <i>Ptf1a</i>                               | GGATCACTCACAAAGCGTCA      | TAGCTGGTGGCTGAGGAACT     |
| <i>Pnlip</i>                               | AGCCATTGGAAGGATCACAG      | CGTCGATGTCAACAATTTGG     |
| <i>Pga5</i>                                | GGAAGAACCTGGCATTTCATCA    | CACTCCACCTAGCATCAGCA     |
| <i>Reg3b</i>                               | TGCCTTGTTTCAGATACCACAG    | ACCATGGAGGACAAGAATGAAG   |
| <i>Sync</i>                                | CCAGGTACTGACCTGCCCTA      | GCAGTAGAGGGCAGAGATGG     |
| <i>Il22</i>                                | GCCTTGTTTCAGATACCACAG     | ACCATGGAGGACAAGAATGAAG   |
| <b>PRIMERS USED IN THE NEC EXPERIMENTS</b> |                           |                          |
| <i>Rplo</i>                                | GGCGACCTGGAAGTCCAAC       | CCATCAGCACACAGCCTTC      |
| <i>Il-23p19</i>                            | TGGAGCAACTTCACACCTCC      | GGCAGCTATGGCCAAAAAGG     |
| <i>Reg3b</i>                               | TGCCTTGTTTCAGATACCACAG    | ACCATGGAGGACAAGAATGAAG   |
| <i>Il22</i>                                | CGACCAGAACATCCAGAAGAA     | GAGACATAAACAGCAGGTCCA    |

# Supplementary material for: Interleukin 22 disrupts pancreatic function in newborn mice expressing IL-23
**Source:** Nat Commun. 2019 Oct 4;10:4517. doi: 10.1038/s41467-019-12540-8
**Supplement:** Supplementary file 3 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |     |           |
|-----|-----------|
| n/a | Confirmed |
|-----|-----------|
- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
  - ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
  - ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
  - ☐ ☒ A description of all covariates tested
  - ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
  - ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
  - ☒ ☐ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
  - ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
  - ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
  - ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

#### Data collection

The flow cytometric data: BD LSR II or BD Canto  
The RNA-seq data: Illumina HiSeq 4000

#### Data analysis

Statistical analyses : GraphPad Prism 7 software  
Flow cytometry : FlowJo 10.0  
RNA-seq: Bioconductor EdgeR package version 3.10.2 Bioconductor/R

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

All RNA-seq data generated are available at Gene Expression Omnibus (GEO) under the accession number GSE137415. The authors declare that the data that support the findings of this study are available within the paper and its supplementary information files. Extra data or information are available from the corresponding authors upon request. The raw data underlying Figs. 1,2,3,4,5,7,8,9 and Supplementary Figs. 3–6 are available as Source Data.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                     |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No statistical method was used to predetermine sample size. We described the numbers of animals/samples for each experiments in the figure legends. |
| Data exclusions | No data was excluded from analysis.                                                                                                                 |
| Replication     | The number of experiments performed for each panel is indicated in Figure legend.                                                                   |
| Randomization   | We usually used littermate mice in our experimental and control group.                                                                              |
| Blinding        | The evaluation of histological disease score was performed in a blinded fashion.                                                                    |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology                          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |

### Methods

|                                     |                                                    |
|-------------------------------------|----------------------------------------------------|
| n/a                                 | Involved in the study                              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                                                                                                                     |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | All antibodies used are listed in Supplementary Table (Source and Catalog number)                                                                                                                                   |
| Validation      | All antibodies against surface-expressed markers used in this study have been previously validated by the manufacturer, as stated on their associated product websites, and by our own lab in previous experiments. |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
|-------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | C57BL/6 (CN 000664), CX3CR1-cre13 (CN 025524), hK14-cre (CN 018964), and IL10R2KO (CN 005027) mice were purchased from The Jackson laboratory. R23 and IL-22ko mice generated in house, and in C57BL/6 background. IL-22 tdTomato mice were provided by Dr. Scott Durham (NIH, Bethesda, MD).                                                                                                                                                                                                                                               |
| Wild animals            | No wild animal was used in this study.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
| Field-collected samples | No field-collected sample was used in this study.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
| Ethics oversight        | All animal experiments in this study were approved by the Institutional Animal Care and Use Committee of Icahn School of Medicine at Mount Sinai, and were performed in accordance with the approved guidelines for animal experimentation at the Icahn School of Medicine at Mount Sinai. For the study of induction of necrotizing enterocolitis in mouse, experiments and procedures were approved by the Johns Hopkins University Animal Care and Use committees in accordance to the Guide for the Care and Use of Laboratory Animals. |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

- |                           |                                                                                                                                                                                                                                        |
|---------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation        | Sample preparation is detailed in methods.                                                                                                                                                                                             |
| Instrument                | The flow cytometric data: BD LSR II or BD Canto<br>The RNA-seq data: Illumina HiSeq 4000                                                                                                                                               |
| Software                  | The flow cytometer used to collect the data was BD FACSDiva, and the final analysis was completed using FlowJo (TreeStar).                                                                                                             |
| Cell population abundance | N/A                                                                                                                                                                                                                                    |
| Gating strategy           | We usually gated the lymphocytes based on the FSC-A and SSC-A. Singlets were gated according to the pattern of FSC-H vs FSC-A. The specific cell population was gated on the indicated surface markers as described in the manuscript. |
- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

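Pancreas RNA of 5 WT and 5 KSR23 mice at P5 was analyzed, with 1 library per mouse. Condition and replicate were taken from the sample labels and checked against the groups of Fig. 4a and Fig. 5. The authors aligned single-end 75 bp reads to mm10 with TopHat 2.1.0 and deposited raw counts of uniquely aligned reads per gene from htseq-count 0.6.1, taken by strict intersection with transcript models. The annotation file and the strand setting are not stated in the paper's text. The authors' low-count filter, their normalization and their edgeR 3.10.2 likelihood ratio test came after the deposited counts. Each file also holds 5 tallies of alignments given to no gene, which were kept apart from the gene counts.

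From the counts, genes with at least 5 counts in every library were kept, 13882 of 24062. Counts were scaled with edgeR 4.0.16 (TMM), and CPM values use these scaled library sizes. Log2 CPM values use a prior count of 2. The groups were compared with edgeR's quasi-likelihood F test and Benjamini-Hochberg adjustment, in R 4.3.3. The standard error of a log2 FC was taken as its size divided by the square root of the F statistic. Single values were compared with a two-sided exact permutation test over all 252 splits of the 10 mice into 5 and 5, whose smallest p is 0.00794. Gene lists written before the data were examined were tested with camera of limma 3.58.1 with an inter-gene correlation of 0.01, adjusted over 5 lists. Gene positions and transcripts are those of GENCODE M21 on GRCm38, the assembly that mm10 names. For each reported gene, the share of 75-base windows of its longest transcript (the longest coding one where there is any) that occur in no other annotated gene was computed, with exact matches and on the transcript strand.

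On simulated counts with 200 genes changed by known amounts, 195 of the changed genes passed the filter among 13726 genes, and the quasi-likelihood test found 180 of them, or 92.3%. Of its 194 calls, 7.22% were false. With no gene changed, it called 1 gene. The simulated changes were drawn at random and set up and down equally often, while 4299 genes were called in the real data. The simulation thus does not test how the scaling handles libraries whose composition differs between the groups.

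Between 16715976 and 57784136 reads were counted on genes per library. The smallest share a library can show, taken as 3 counts, was between 0.0519 and 0.179 CPM. Reads copied by PCR cannot be told apart here, so such floors cover counting error alone.

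The genes named in the text were set before the data were examined: genes the paper names for the pancreas in its text, Fig. 4 or Fig. 5, the IL-23 and IL-22 genes and IL-22 receptor genes, the 5 largest rises and 5 largest falls among genes past both thresholds without overlap, and members of the gene lists, those of myeloid and lymphoid marker genes included. The use of these 2 marker lists as tests, and which of their members are named, were chosen after the values were seen. The values of 1 gene under this rule are not reported here by themselves. Gp2 was chosen after its value was seen, and Krt14, Krt5 and the Y-linked genes with Xist serve checks in the closing observations. The alternatives were the likelihood ratio test, DESeq2 1.42.0, RLE size factors, library size alone, library size without the 50 highest genes, other filters on low counts, a test against a log2 FC of 1, the replicate number as a block, and leaving out each mouse in turn. Groups share replicate numbers 1 to 5 in the labels, which name different mice. Jejunum libraries, quantitative PCR and staining were not analysed here, and KEGG enrichment was not repeated.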

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

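The tests of normalization, library size, the counts left without Reg family and other enzyme genes, and marker genes of myeloid and lymphoid cells were chosen only after the result was seen.

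Among 122 groups of 5 values, 12 had 1 sample far from the others, where chance gives about 6.10. KSR23 replicate 1 had 14410 CPM of Clps, against 16730 to 17110 in the other KSR23 mice, 8284 CPM of Cela3b against 10520 to 10780, 10850 CPM of Try4 against 13810 to 14310, and 7.75 CPM of Il22ra1 against 4.03 to 4.98. KSR23 replicate 3, the smallest library, had 11870 CPM of Reg2 against 16720 to 18050 and 1930 CPM of Reg3g against 5298 to 5809, and it scored 33.4 on principal component 2 where the other KSR23 mice scored from -13.3 to -2.31. Sox9 was at 49.4 CPM in WT replicate 3 against 65.2 to 68.4 in the other WT mice. Ces1d was at 77.7 CPM in WT replicate 2 against 65.1 to 68.3, and Gal at 76.2 CPM in WT replicate 1 against 63.5 to 66.4. Il12b was at 0.240 CPM in WT replicate 2 against 0 to 0.0645, which rests on 7 counts, and Il22 was at 0.0351 CPM in WT replicate 1, which rests on 1 count, against 0 in the others. No technical or biological explanation was tested for these single samples.

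The trypsinogen genes Prss3, Try5, Prss2 and Try4, which the paper does not report for the pancreas of KSR23 mice, rose while most digestive enzyme genes fell. Prss1 and Try10 did not rise, with log2 FC of -0.05 and -0.97 (adjusted p = 0.766 and 1.05e-06 in edgeR's quasi-likelihood test). The paper reports a fall of Prss2 in cultured pancreatic cells given IL-22 (Fig. 8), which were not analysed here. The log2 FC was 0.93 for Prss3, 0.70 for Try5, 0.37 for Prss2 and 0.34 for Try4, and all 5 KSR23 mice were above all WT mice for the first 3. With the replicate number as a block and with WT replicate 2 or 5 left out, Prss2 and Try4 lost their calls (adjusted p up to 0.0826 for Prss2 and 0.0819 for Try4 in edgeR's quasi-likelihood test) but not their direction. Over 4 scalings of the libraries the lowest log2 FC of these genes was 0.328, so normalization is not the explanation. After the trend of all genes with GC content and transcript length was removed, it was 0.4025. With Reg family and other enzyme genes left out of the total, the 4 genes held from 13.5% to 15.3% of the counts in WT mice and at least 16.95% in KSR23 mice. Of the windows of Prss3, 46.1% are unique to it, against 56.1% for Try4, 62.2% for Try5 and 99.1% for Prss2. The share was 62.9% for Prss1 and 75.3% for Try10. Reads that did not align uniquely went to no gene, so these genes were counted on part of their reads in both groups. This share does not decide whether the loss differed between the groups, so for Prss3, Try4 and Try5 the rise cannot be told apart from an effect of shared reads, while Prss2 has few shared windows. No biological explanation was tested.

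Gp2, chosen after its value was seen, encodes a zymogen granule membrane protein and had a log2 FC of 1.84 (adjusted p = 1.22e-09 in edgeR's quasi-likelihood test), higher in 5 of 5 KSR23 mice than in any WT mouse. All 1919 windows of its transcript are unique to it. With 4 scalings of the libraries, other filters and tests, the replicate number as a block and each mouse left out, its log2 FC stayed between 1.75 and 1.93. RNA from other cells was not tested, and no biological explanation was tested.

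Interferon response genes, which the paper does not report for the pancreas, had a median log2 FC of 1.33. All 30 tested had a log2 FC above 0, and 29 were called higher. Ifit2 was not called (log2 FC 0.21, adjusted p = 0.292 in edgeR's quasi-likelihood test). The median was 1.425 with libraries scaled by their total alone and 1.314 after the trend with GC content and transcript length was removed. Of 8 lymphoid marker genes, the 5 with enough counts to be tested had a median log2 FC of -0.03202, with Cd3e at -1.50. Of the 3 with fewer counts, Cd3d and Cd8a were higher in all 5 KSR23 mice, at no more than 30 and 4 counts. The median log2 FC of 7 myeloid marker genes was 1.424, the value of Mpo, which was not called. Of the 5 myeloid genes that were called, S100a8 and S100a9 rose by more than the interferon median, with 2.38 and 2.48. Cd68, Csf1r and Itgam rose by less, with 0.59, 0.61 and 0.88. KSR23 replicate 3, the smallest library, held 1366 counts of S100a8, 1314 of S100a9 and 674 of Mpo. The other KSR23 mice held 334 to 983, 262 to 933 and 65 to 526. The myeloid median and the larger rises thus lean on 1 library, although S100a8 and S100a9 were higher in every KSR23 mouse than in every WT mouse. This test therefore cannot tell the rise in interferon response genes apart from RNA of more myeloid cells in the tissue. Of the 5 tested lymphoid genes, Cd3e alone was called, and it was lower, so they give no sign of more lymphoid RNA, but the genes with low counts leave this test undecided.

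Il23a, a subunit gene of the transgene, was low but higher in KSR23 pancreas, with a mean of 1.07 CPM against 0.179 CPM in WT mice (two-sided exact permutation test, p = 0.00794). The lowest KSR23 library had 0.8573 CPM and the highest WT library 0.316, so library size does not account for the difference. Il12b had 3 to 13 counts in KSR23 mice and 0 to 7 in WT mice, and Il22 had at most 3 counts in any library, at the floor. Krt14 was present in every KSR23 library, with at least 38 counts, and Krt5 had 0 counts in all 10 libraries. A candidate source is transgene RNA from keratin 14 expressing cells in the tissue, but Krt14 was present in the WT mice as well, from 30 to 80 counts, and expression of the mouse gene itself was not tested.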

How the results depend on the processing

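The alternatives named here were set before the data were examined, except those said to have been added.

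The number of differentially expressed genes stayed within 1.5 times the reported 4299 in all 19 alternatives, from 3497 to 4653. The groups separated on principal component 1 in all 15 alternatives tried for it, which held from 34.8% to 72.7% of the variance. Ptf1a kept its direction and its adjusted p under 0.05 in all 19 alternatives, with a log2 FC from -0.60 to -0.42, and so did Sox9, from 0.78 to 0.95 (edgeR, or DESeq2 where named, with Benjamini-Hochberg adjustment, adjusted p from 0.000168 to 0.00768 for Ptf1a). From 17 to 18 of the 18 genes of Fig. 4d were called lower.

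The number of genes past both thresholds, 637, depended on the filter and on how the fold change enters. Without a filter it was 1003, with 359 lower and 644 higher. With at least 5 counts in at least 1 sample it was 955, of which 626 were higher. With the test against a log2 FC of 1 it was 212, with 61 lower and 151 higher. Of the 1003 genes, 624 were among the 637. Leaving out each mouse in turn gave from 618 to 678 genes, from 216 to 270 of them lower and from 385 to 446 higher. With filters added after seeing the data, the count was 560, 507, 451, 400, 342 and 294 for an average log2 CPM over 0, 0.5, 1, 1.5, 2 and 2.5. The likelihood ratio test gave 453, 400 and 342 for an average log2 CPM over 1, 1.5 and 2, and at least 1 CPM in every sample gave 372. The cause of these shifts was not tested beyond the settings themselves.

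With libraries scaled by their total alone, 5 of the 8 genes of Fig. 4e were called lower in place of 8, Krt19 had a log2 FC of 0.046 in place of -0.049, and Prss1 had 0.041 in place of -0.051, neither called. From 7 to 8 genes of Fig. 4e were called lower in the 10 fits that each left out one mouse, with 7 in the fits without WT replicate 2, 3 or 4 or KSR23 replicate 5. Prss1 also had 0.016 with KSR23 replicate 1 left out, in a range from -0.10 to 0.016 over the 10 fits that each left out one mouse. The median log2 FC of endocrine hormone genes was -0.44 with an adjusted p of 0.0231 in limma's camera test, against -0.54 and 0.0784 as reported. It also passed with WT replicate 2 left out (adjusted p = 0.0287) and with KSR23 replicate 4 left out (adjusted p = 0.0455), so it passed in 3 of 15 alternatives. Over its alternatives the adjusted p ranged from 0.0231 to 0.453, and the median stayed between -0.61 and -0.48 across the 10 fits that each left out one mouse. The digestive enzyme list had an adjusted p of 0.0874 in place of 2.52e-10 when the correlation between genes was estimated from the data, with its median of -0.60 unchanged by that choice; over the other alternatives of the same camera test the highest was 5.72e-09. The cause was not tested. Ductal marker genes and interferon response genes kept their calls in all 15 alternatives. Their highest adjusted p-values in the camera test, 0.0334 and 0.0244, came with the correlation between genes estimated from the data.

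The replicate number does not pair the mice. Deviations of same-numbered libraries from their group means had a mean correlation of -0.0522, against 0.0131 for libraries of different number. With the replicate number as a block, 3749 genes were differentially expressed and 636 were past both thresholds, and the log2 FC of Ptf1a was -0.51 and that of Sox9 0.85. The difference in the share of counts on digestive enzyme genes was -11.9 percentage points, with p = 0.0625 in an exact sign-flip permutation test, the smallest p that 5 pairs allow.

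Of the 50 other named genes, 41 kept their direction and call in every alternative, 6 lost their call in at least 1, 1 gained it and 2 changed sign. Reg3b had a log2 FC from 6.08 to 7.10 across the fits that each left out one mouse and 9.28 with the replicate block. WT replicates 1 and 2 had 691.6 and 729.2 CPM of Reg3b, against 4.732 to 14.58 CPM in the other WT mice. No fit that left out one mouse removed both, so the range from 6.08 to 7.10 does not test their weight.

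Among the 16 splits of the 10 mice that part all 5 same-numbered pairs, the real split alone gave as many differentially expressed genes, as many genes past both thresholds, higher or lower, and as many genes of Fig. 4d and Fig. 4e called. The other splits of that kind gave 0 differentially expressed genes, with a median of 480 and at most 2380 genes at an unadjusted p under 0.05, against 5739 in the real split. The real split alone also gave a p as small for the digestive enzyme, ductal marker and interferon response lists, while 5 of the 16 did for the endocrine hormone list and 8 of the 16 for the acinar transcription factor list. A share of 1 in 16 is 0.0625, so this comparison cannot fall under 0.05. Of the 110 splits that part fewer pairs, 60 were drawn, which parted from 1 to 3 pairs, and the most differentially expressed genes in any of them was 5.

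Depth limits Il23a, Il12b, Il22 and Amy2a5, which had fewer than 5 counts in at least 1 library and were left out by the filter. Without a filter, edgeR's quasi-likelihood test gave an adjusted p of 0.242 for Il12b and 0.124 for Il22, and of 8.05e-05 for Il23a and 5.02e-05 for Amy2a5.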

Differences from the paper's values

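The paper reports 385 genes past both thresholds in Fig. 4b, and 637 were found here. None of the alternatives set before the data were examined came within 1.5 times the paper's value. The likelihood ratio test that the paper names gave 644, DESeq2 637, RLE size factors and the replicate block 636 each, library size alone 678, library size without the 50 highest genes 632, at least 5 counts in at least 1 sample 955, edgeR's filterByExpr 809, no filter 1003 and the test against a log2 FC of 1 212. Leaving out each mouse in turn gave from 618 to 678. A further 10 settings, all chosen after seeing the values, came within 1.5 times: 560, 507, 451, 400, 342 and 294 genes with an average log2 CPM over 0, 0.5, 1, 1.5, 2 and 2.5, then 453, 400 and 342 genes with the likelihood ratio test and an average over 1, 1.5 and 2, and 372 genes with at least 1 CPM in every sample.

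The paper lists Amy2a among the genes that fell in the pancreas. Of the Amy2a copies the files list, Amy2a2, Amy2a3 and Amy2a4 had 0 counts in every library, and Amy2a5 was left out of the test for low counts. Without a filter, Amy2a5 had a log2 FC of -3.77 (adjusted p = 5.02e-05 in edgeR's quasi-likelihood test).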

Other observations

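The tests of Y-linked genes, of library size and of the excess over the lowest WT library were chosen only after the result was seen.

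WT replicates 1 and 2 held 19731 and 21233 counts of Reg3b, against 415, 150 and 127 in WT replicates 3, 4 and 5. As a percent of the KSR23 mean CPM, Reg2, Reg3a, Reg3b and Reg3g stood at 2.73, 2.94, 2.82 and 3.00 in WT replicate 1 and at 2.81, 2.96, 2.97 and 3.58 in WT replicate 2, and at 0.092 or less in the other 3. WT replicate 4 is the largest WT library, with 33189132 counts, so library size is not the explanation. WT replicates 1 and 2 had 731 and 1028 counts of Xist, and also 49 and 20 counts of 4 Y-linked genes (Ddx3y, Kdm5d, Uty and Eif2s3y). The 3 other libraries with at least 348 Xist counts, WT replicate 5 and KSR23 replicates 3 and 4, had 0 Y-linked counts. Among libraries with at least 1946 Y-linked counts, Xist had 15 counts in WT replicate 3 and 6 and 7 in KSR23 replicates 2 and 5. It had 0 in WT replicate 4 and KSR23 replicate 1. A few counts of the other sex are thus not limited to WT replicates 1 and 2, and WT replicate 3 lacked their Reg excess. Y-linked counts do not tell which group a male library belongs to. In genes outside the Reg family that were over 16 times higher in KSR23 mice, the median excess over the other WT libraries was 1.93% of the KSR23 level in WT replicate 1 and 3.37% in WT replicate 2, over 12 genes each. For the other 3 WT libraries this measure is fixed by its baseline, which holds WT replicates 1 and 2, so it cannot decide. Against the lowest of the other WT libraries for each gene, a baseline that treats each WT library alike, the median excess was 3.07% in WT replicate 1 and 4.59% in WT replicate 2, over 16 genes each, and 0.386%, 0.715% and 0.270% in WT replicates 3, 4 and 5. The Reg genes had 2.85% and 2.94% in WT replicates 1 and 2 by the same measure. A candidate explanation is a small share of KSR23 material or reads in these 2 libraries. A weak induction of the same genes in these 2 mice would give the same excess and cannot be told apart by it. No biological explanation was tested.

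Not unique were 51.8% ± 1.62 of the tallied alignments in WT mice and 40.1% ± 1.66 in KSR23 mice (SD, n = 5 each; two-sided exact permutation test, p = 0.00794). The tally counts alignments, so a read with many positions counts many times. KSR23 replicate 3, the smallest library, had 38.49%, so library size is not the explanation. Which genes these alignments belong to was not tested.

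Krt19, whose protein the paper stained, did not differ in mRNA. It had 119 ± 9.17 CPM in WT mice and 115 ± 11.7 CPM in KSR23 mice (SD, n = 5 each), a log2 FC of -0.05 (standard error 0.0759, adjusted p = 0.663 from edgeR's quasi-likelihood test), and 0.046 with libraries scaled by their total alone. The duct keratin gene Krt7 rose, with a log2 FC of 0.71 (adjusted p = 4.42e-05 in the same test).

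Endocrine hormone genes moved in both directions. Gcg and Ins2 fell with log2 FC of -1.12 and -0.75, Ppy rose with 0.95 (adjusted p = 3.11e-07, 8.22e-05 and 0.00133 in edgeR's quasi-likelihood test), and the list of 8 genes did not pass the camera test as reported (adjusted p = 0.0784) but passed it in 3 of 15 alternatives. The receptor gene Il22ra1 had a log2 FC of -0.44 that was not called (adjusted p = 0.0768 in the quasi-likelihood test). It gained a call in 1 of the fits that each left out one mouse. Over those fits its log2 FC ranged from -0.64 to -0.31 and its adjusted p from 0.0069 to 0.212. The receptor gene Il10rb rose with 0.32 (adjusted p = 0.00168 in the quasi-likelihood test). All 10 proliferation genes listed were lower, 8 of them with an adjusted p under 0.05, with a median log2 FC of -0.45.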
